# HTL/KAI2 signaling substitutes for light to control plant germination

**DOI:** 10.1371/journal.pgen.1011447

**Published:** 2024-10-21

**Authors:** Jenna E. Hountalas, Michael Bunsick, Zhenhua Xu, Andrea A. Taylor, Gianni Pescetto, George Ly, François-Didier Boyer, Christopher S. P. McErlean, Shelley Lumba

## Abstract

Plants monitor multiple environmental cues, such as light and temperature, to ensure they germinate at the right time and place. Some specialist plants, like ephemeral fire-following weeds and root parasitic plants, germinate primarily in response to small molecules found in specific environments. Although these species come from distinct clades, they use the same HYPOSENSITIVE TO LIGHT/KARRIKIN INSENSITIVE 2 (HTL/KAI2) signaling pathway, to perceive different small molecules suggesting convergent evolution on this pathway. Here, we show that HTL/KAI2 signaling in *Arabidopsis thaliana* bypasses the light requirement for germination. The HTL/KAI2 downstream component, SUPPRESSOR OF MAX2 1 (SMAX1) accumulates in the dark and is necessary for PHYTOCHROME INTERACTING FACTOR 1/PHYTOCHROME INTERACTING FACTOR 3-LIKE 5 (PIF1/PIL5) to regulate hormone response pathways conducive to germination. The interaction of HTL/KAI2 and light signaling may help to explain how specialist plants like ephemeral and parasitic weeds evolved their germination behaviour in response to specific environments.

## Author summary

Specialist plants have convergently evolved to use the same family of receptors to perceive different small molecules in lieu of necessary germination cues, like light. Although light is necessary for the germination of many generalist plants such as the model organism *Arabidopsis thaliana*, we show that activating the conserved receptor in *Arabidopsis* promotes germination in the absence of light. We show that the downstream component of the *AtKAI2* signaling pathway is stable in the dark which explains its ability to negatively regulate germination. Additionally, we show that activating the receptor in the dark can modulate the gene expression profile by regulating key components of the light signaling pathway. Our study highlights how specialist plants may recycle components of conserved signaling pathways to thrive in new environments.

## Introduction

Germination strategies are key to determining the environment that a plant will experience, thus, control of this developmental process is highly adaptive [1]. Generally, many plants monitor multiple environmental cues such as temperature changes, moisture content, and light quality to determine when to germinate. By contrast, a single cue dominates germination in some specialist species. For example, seeds of some pyroendemic species remain dormant and only germinate when exposed to a collection of structurally related small molecules called karrikins (KARs), which are released from charred plant matter after a fire [2,3]. Parasitic plants of the *Striga* genus are another example. These species only germinate when they detect the phytohormone strigolactone (SL) released by a nearby host plant [4,5]. Intriguingly, these pyroendemic and parasitic plants perceive these germination cues through a conserved receptor class designated, *HYPOSENSITIVE TO LIGHT/KARRIKIN INSENSITIVE 2* (*HTL/KAI2*) [6–8]. However, since these species are not amenable to genetic analysis, it is difficult to dissect how activation of the HTL/KAI2 receptor elicits a germination response.

Fortunately, HTL/KAI2 signaling also occurs in model experimental plants like *Arabidopsis thaliana* (*Arabidopsis*). The HTL/KAI2 receptor in *Arabidopsis* (AtKAI2) interacts with an F-box protein, MORE AXILLARY MERISTEMS 2 (MAX2) to degrade two negative regulators: SUPPRESSOR OF MAX2 1 (SMAX1) and SUPPRESSOR OF MAX2 LIKE 2 (SMXL2) [4,5]. Presently, the ligand for AtKAI2 is not identified although this receptor is closely related to other α/β hydrolase receptors that bind the hormone strigolactone (SL) [7–9]. Chemically, canonical SL structures are tricyclic lactones (ABC rings) connected to a butenolide ring (D-ring) via an enol-ether bridge. The stereochemistry around the D-ring is important as only SLs with (+)-(2’R) stereochemistry are bioactive [10]. Surprisingly, unlike SL receptors, AtKAI2 is activated by SLs with (-)-(2’S) stereochemistry [10]. However, because 2’S isomers do not occur in nature, a compound, dubbed KL, for KAI2-ligand, has been hypothesized [9]. More perplexing, AtKAI2 is activated by KARs although *Arabidopsis* is not a fire-follower. Although loss-of-function mutations in *AtKAI2* result in increased primary dormancy in some *Arabidopsis* accessions, *AtKAI2* at first glance, appears to play only a minor role in germination of after-ripened seed [11,12].

The first loss-of-function mutant isolated in *AtKAI2* was termed hyposensitive to light (*htl*), indicating the *KAI2/HTL* pathway is a positive regulator of light responses [13]. While germination of many plant species is not affected by light, germination of photoblastic seed is affected by light [14, see 15 for review]. In the case of *Arabidopsis*, which physiologically establishes seed dormancy, light positively promotes germination, an example of positive photoblasticism [see 15,16 for review]. There are, however, negative photoblastic plant species such as onion and lily for which light inhibits germination [14, see 15 for review]. Although the molecular mechanisms underlying this distinction in seeds are unclear, light could be alleviating or promoting the repression of the final set of genes involved in germination in positive and negative photoblastic species, respectively [17–19]. Intriguingly, KARs can substitute for light in germinating the positive photoblastic lettuce species, *Lactuca sativa* cv. Grand Rapids [20–22]. KAR appears to act through a KAI2 receptor in lettuce (LsKAI2b) based on heterologous expression of *LsKAI2b* in *Arabidopsis* [23]. The sufficiency of the KAI2 pathway in lettuce strongly suggests that the KAI2 pathway can replace the light requirement for germination in some positive photoblastic species. To elucidate the mechanisms by which the KAI2 pathway substitutes for light, we investigated this ability in a model positive photoblastic plant, *Arabidopsis thaliana*.

For *Arabidopsis* seed germination, the phytochrome photoreceptors play the biggest role with PHYTOCHROME B (PHYB) promoting germination of imbibed seed in red light (660 nM) and as seeds hydrate PHYTOCHROME A (PHYA) contributes to a positive far-red (700 nM) light signal [24,25]. Light-activated PHYB and PHYA, in turn, inactivate a key basic helix-loop-helix (bHLH) transcriptional regulator PHYTOCHROME-INTERACTING FACTOR 1 (PIF1; also known as PHYTOCHROME INTERACTING FACTOR 3-LIKE 5 (PIL5) and BHLH105) [26–28]. A reduction in PIF1 action promotes germination through the accumulation of positive regulators of light responses [29].

In the seed, PIF1 modulates other functions including the levels of two key hormones, gibberellins (GA), which promote germination and abscisic acid (ABA), which inhibits it [26,27,30]. PIF1 achieves this by transcriptionally activating of *SOMNUS* (*SOM*), which encodes a CCCH type zinc finger protein [31]. Active SOM downregulates GA biosynthetic genes, *GIBBERELLIN3-OXIDASE 1* (*GA3ox1*) and *GIBBERELLIN3-OXIDASE 2* (*GA3ox2*) and upregulates the GA turnover gene, *GIBBERELLIN2-OXIDASE 2 (GA2ox2*) [31–33]. Concurrently, SOM inhibits expression of a gene encoding an enzyme for ABA breakdown, *CYTOCHROME707-A2* (*CYP707A2*) and upregulates *ABA DEFICIENT 1* (*ABA1*), *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE6* (*NCED6*) and *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 9* (*NCED9*), which are genes involved in ABA synthesis [31–33]. PIF1 also induces the expression of several genes involved in cell wall loosening, allowing the embryonic root (radicle) to push through a weakened seed coat (testa) [29]. The overall importance of PIF1 in germination is reflected in the ability of *pif1* loss-of-function mutant seed to germinate in the dark in contrast to wild-type seed [26].

The *HTL/KAI2* signaling pathway adds complexity to the interactions among light, GA and ABA signaling in germination. Double mutants between *pif1* and either *Atkai2* or *max2* show intermediate germination phenotypes, suggesting KAR signaling acts independently of PIF1 in *Arabidopsis* [34,35]. Transcriptome studies, however, reveal that many KAR-induced genes are also induced by red light [27]. Moreover, *Atkai2* and *max2* seed exhibit a reduced seed germination under red light while *smax1* mutants show enhanced germination [36–38]. Furthermore, *Atkai2* mutant seed show altered expression of PIF1-regulated genes such as *GA3ox1*, *GA2ox2*, *ABA1*, and *NCED9* suggesting KAR signaling is linked to the PHYB-PIF1 signaling module [35]. Related to this, SMAX1 binds the promoter of the *GA3ox2* repressing its transcription and the SMAX1 protein interacts with GA dependent repressors, RGA-LIKE 1 (RGL1) and RGA-LIKE 1 (RGL3) [38,39]. By contrast, in the light, loss of SMAX1 and SMXL2 function allows *Arabidopsis* to germinate without GA action suggesting the AtKAI2/HTL pathway is independent of GA signaling under these conditions [40]. These conflicting observations most likely reflect the complex roles of light on many aspects of plant growth and development.

The observation that the HTL/KAI2 signaling pathway appears to have a role in light signaling suggested to us that designing experiments under conditions that limit light exposure may have utility in understanding the role of this signaling pathway in germination. Here, we find that activating KAI2/HTL signaling in the dark affects numerous PIF1-regulated genes, including genes involved in ABA and GA synthesis as well as genes that modify cell wall composition. Moreover, like *pif1* mutant seed, we find loss of SMAX1 and SMXL2 function also allow seeds to germinate in the dark. Genetic analysis suggests SMAX1 and SMXL2 act through PIF1 to inhibit germination and this relationship posits how KAR and SL could replace light as a germination cue in certain plant species. This model has implications on how specialist plants like some ephemeral weeds and parasitic plants may have evolved their germination behaviours in response to specific small molecule germination cues.

## Results

### SMAX1 and SMXL2 inhibits *Arabidopsis* germination in the dark

The conditions used to germinate *Arabidopsis* vary widely in the literature. Typically, after-ripened seeds are exposed to various sterilizing agents and then plated onto rich nutrient agar plates with or without a sugar source. Moreover, many dark-based experiments involve pre-exposing seeds to a complicated light regime involving red and far-red light exposure before germination to ensure the ratio of active (P_fr_) to inactive phytochrome (P_r_) is experimentally correct. To analyze the germination of various genotypes and perform large-scale mutant screens under light-limited conditions, we simplified dark germination conditions of treated seeds in the following way.

First, we removed the confounding effects of seed age on levels of dormancy by only using seeds that had ripened for at least six months; a timeframe based on observations that at least three months of seed ripening is required to maximally decay PHYB to its P_r_ form [41]. We tested this by giving seeds a five-minute pulse of far-red light and found similar germination responses to our dark conditions (**S1 Fig**). Second, seeds were plated on water and agar media devoid of nutrients and a carbon source, which removes the promotive effects of nitrogen and carbon on germination. Finally, we were concerned that seed sterilization may influence seed germinability in the dark and tested the effects of no sterilization, ethanol sterilization, and bleach sterilization on the germination of seeds in the dark (**S2A Fig**). We found unsterilized or ethanol-sterilized seeds of wild-type (Col-0) reproducibly did not germinate under our dark conditions (**S2A Fig**). Bleaching seed, however, markedly increased the germination of these genotypes in the dark, which most likely reflects a weakening of the seed coat due to the bleach (**S2A Fig**). Because experiments would now require unsterilized seeds, we added the fungicide benomyl to the media and found this has no obvious effect on germination or seedling viability (**S2B Fig**). Based on these results, our dark germination experiments of plating six-month-old dry unsterilized seeds directly onto water agar plates followed by immediate placement in the dark is a useful and simple method of testing dark germination response in *Arabidopsis*.

To further characterize wild-type seed germination under light-limiting conditions, we exposed imbibed seeds to a low light fluence (~0.3 μmol m^-2^ s^-1^) for increasing time periods to determine a threshold of light duration required for germination. Wild-type seeds showed a slow, steady rise in germination as low-light exposure progressed. In contrast, *htl-3* (*kai2*) seed germinated poorly over the same timeframe, suggesting that the AtKAI2 pathway positively contributed to germination under limiting light conditions, which is consistent with the original identification of KAI2 as ‘hyposensitive to light’ at the level of inhibition of hypocotyl growth (**S2C Fig**) [13]. Two additional genetic experiments further supported this premise. First, two well-characterized *htl-3* lines overexpressing *AtKAI2* (*AtKAI2OX-A*, *AtKAI2OX-B*) germinated in the absence of light at effective KAR_2_ concentrations (EC_50_) in the low nanomolar range (**Fig 1A** and **1B**) [8]. Second, genetic inactivation of the downstream negative regulator of AtKAI2 signaling, *SUPPRESSOR OF MAX2 1* (*SMAX1*) resulted in partial germination in the dark (**Fig 1C**). When a loss-of-function mutation in *SUPPRESSOR OF MAX2 LIKE 2* (*SMXL2*), a partially redundant ortholog of *SMAX1*, was introduced into this line (*smax1-2; smxl2-1*), almost all seeds germinated constitutively in the dark (**Fig 1C**). Consistent with our genetic results, the expression of genes known to be induced by *AtKAI2* activation (*DLK2*, *KUF1*, *BBX20*) increased in dark-germinated *AtKAI2OX-A* seeds treated with KAR_2_ (**Fig 1D**) [42,43]. As predicted, these genes were constitutively expressed in *smax1-2* single and *smax1-2; smxl2-1* double mutants (**Fig 1D**). Our results indicate that SMAX1 and SMXL2 contribute to the repression of germination of *Arabidopsis* seeds in the dark.

**Fig 1:**
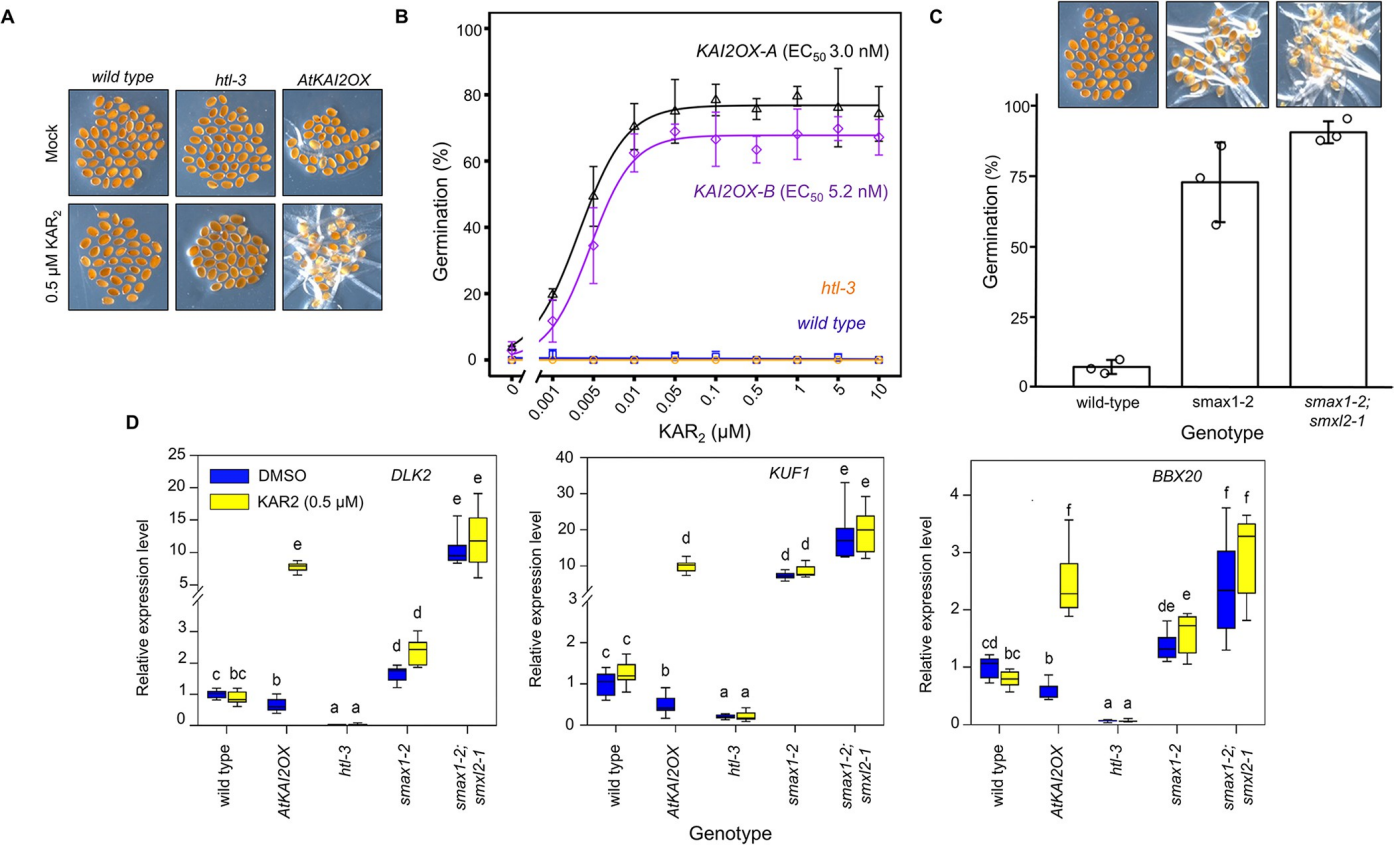
Activation of AtKAI2 signaling promotes *Arabidopsis* germination in the dark. **(A)** Representative images of *Arabidopsis* genotypes germinating on minimal mock media (DMSO) or media containing 0.5 μM KAR_2_ under continuous dark conditions. **(B)** Effective concentrations (EC_50_) of KAR_2_ required to germinate 50% of two *AtKAI2* overexpression lines *(AtKAI2OX-A*, *AtKAI2OX-B)* [8], wild-type Col-0, and *htl-3* seed. Each point represents the mean germination percentage of three biological replicates. Bar = SD. **(C)** Dark germination of Col-0, *smax1-2*, and *smax1-2; smxl2-*1 double homozygous mutant. Each open circle represents the germination percentage of a biological replicate. Bar = SD **(D)** Expression (RT–qPCR analysis) of KAR-induced genes (*DLK2*, *KUF1*, and *BBX20*) [42,43] in dark-germinated *AtKAI2OX-A* seeds on 0.5 μM KAR_2_. *AtACTIN8* gene was used as an internal control. Lower case letters indicated a significant difference compared to untreated (DMSO) control seeds (*P* < 0.05, ANOVA with post-hoc one-sided Fisher’s least significant difference). *P* values, sample sizes and plot elements are provided in S1 Table.

### Light reverses SMAX1 accumulation in the dark

In *Arabidopsis*, SMAX1 and SMXL2 are degraded by the F-box protein, MAX2, when AtKAI2 is activated by either the (-)-(2’S) isomer of *rac*-GR24 or by KARs [44–46]. Evidence for this model, however, often requires special experimental conditions because of difficulties in detecting SMAX1 protein in *Arabidopsis* [44]. Our result that SMAX1 is a negative regulator and represses germination in the dark led us to hypothesize that the SMAX1 protein in *Arabidopsis* should accumulate in the dark. To test this, we fused *eYFP* (enhanced yellow fluorescent protein) to *SMAX1* and placed it under the control of the ubiquitously expressed *35S* promoter (*35S*::*eYFP-SMAX1*). We generated stable transgenic lines in a *smax1-2* loss-of-function mutant background and found that the *eYFP-SMAX1* transgene complemented *smax1-2* phenotypes, such as hypocotyl length and germination in the presence of the GA biosynthesis inhibitor, paclobutrazol (PAC) (**S3 Fig**).

In contrast to seeds germinated in the light, dark-grown seedlings showed a strong nuclear-localized eYFP signal throughout the root (**Fig 2A**). Importantly, the dark-dependent SMAX1 accumulation disappeared within six hours of light exposure (**Fig 2A**). When we performed the reciprocal experiment, where light-grown seedlings were moved to the dark, we observed nuclear-localized eYFP signal within six hours (**Fig 2B**). This signal accumulated to higher levels after twelve hours in the dark (**Fig 2B**). To assess if the *eYFP-SMAX1* line was responding correctly, we reperformed our light shift experiments in the presence of *rac*-GR24. Exposure to *rac*-GR24 activates *AtKAI2* signaling through the (-)-(2’S) isomer and should result in SMAX1 degradation. Indeed, only weak YFP signal was detected in *rac*-GR24 treated roots under all conditions **(Fig 2A** and **2B).** In summary, SMAX1 accumulates in the dark. Genetic analysis indicates that SMAX1 accumulation represses germination in the absence of light stimulus. Upon exposure to light, the SMAX1 signal disappears. The ability of *rac-*GR24 to prevent SMAX1 accumulation in the dark suggested that SMAX1 stability depends on activation of AtKAI2 signaling.

**Fig 2:**
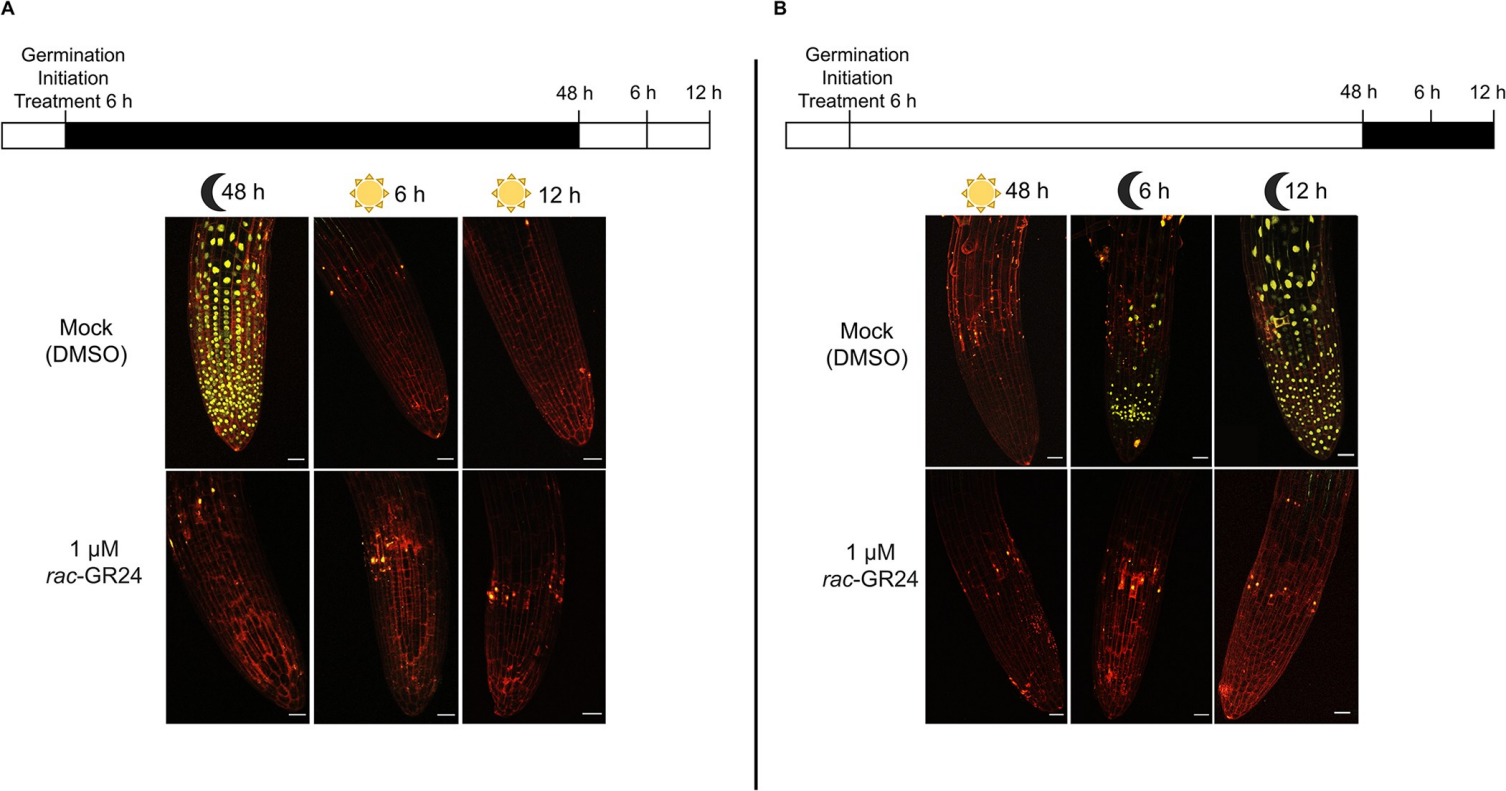
SMAX1 accumulates in the dark. **(A)** Representative z-stack projection images of an overexpression *eYFP-SMAX1* line (*smax1-2; 35S*::*eYFP-SMAX1)*. Seeds were exposed to light for six hours to initiate germination and then transferred to total darkness for 48 hours. After 48 hours in the dark, seedlings were exposed to light for 6 or 12 hours. The red outline is propidium iodide staining of the cell walls. The duration of light and dark treatments is drawn at the top of the figure. **(B)** Representative z-stack projection images of an overexpression *eYFP-SMAX1* line (*smax1-2; 35S*::*eYFP-SMAX1)* after 48 hours of continuous light germination with or without 1μM *rac*-GR24. Seeds were exposed to light for 48 hours. After 48 hours in the light, seedlings were placed in the dark for 6 or 12 hours. The red outline is propidium iodide staining of the cell walls. The duration of light and dark treatments is drawn at the top of the figure. Scale bar = 25μm.

### SMAX1 regulates PIF1 to mediate hormone action

Although SMAX1 and SMXL2 repress seed germination under dark conditions, it is not clear how these proteins regulate this process. Activation of AtKAI2 is thought to primarily target SMAX1 and SMXL2 proteins for degradation [44–46]. Taking advantage of this specificity, we compared global gene expression changes between untreated and KAR_2_-treated *AtKAI2OX* seeds imbibed in the dark. 

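The seeds of this comparison were whole seeds of *AtKAI2OX*, which carries *35S::AtKAI2* in the *htl-3* (*kai2*) background, so that reads of the transgene and of the endogenous gene were not told apart. Seeds were imbibed for 4 days at 4°C and then kept in the dark for 24 h without KAR_2_ (untreated, mock) or with 0.5 μM KAR_2_. Total RNA of 3 biological replicates per group was made into libraries with a directional kit and sequenced as single-end reads. The sample labels give 0.3 μmol m-2 s-1 of light at plating, whereas the paper gives 0.1 for its germination assays. The authors cleaned the reads with htStream, mapped them to TAIR10 with HISAT2 v2.1.0, kept uniquely mapped reads with SAMtools v1.10, assembled transcripts on the Araport11 annotation with StringTie v2.1.3 and extracted counts with the script that comes with it. Which strand was counted is not given in the sources used here, so that overlapping and antisense genes cannot be told apart. The deposited counts were used as they stand, except that the entries of one gene were summed and that entries naming no gene were left out. Counts assigned to genes were 18545549, 27377767 and 25899516 in the untreated replicates and 27959978, 22244143 and 26070457 in the KAR_2_-treated replicates. Entries without a gene took another 28.9%, 27.1% and 25.0% of all counts in untreated seeds and up to 24.6% after KAR_2_. The 10 most abundant genes took 18.3% to 23.7% of gene counts in untreated seeds and 8.41% to 9.92% after KAR_2_. Genes were compared by edgeR's quasi-likelihood test on counts scaled by TMM, with Benjamini-Hochberg adjustment and a threshold of 0.05. Levels are TMM-normalized CPM with the SD over 3 replicates, and SE is the standard error of a log_2_ fold change.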

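*KAI2* (AT4G37470), the receptor gene that is overexpressed in this line, was at 153 ± 41.8 CPM in untreated seeds and rose to 561 ± 13.9 CPM after KAR_2_ (SD, n = 3 in each group). All 3 KAR-induced marker genes rose as well. *DLK2* (AT3G24420), a relative of the receptor, went from 2.88 ± 1.49 to 21.0 ± 1.70 CPM, *KUF1* (AT1G31350), an F-box gene, from 0.767 ± 0.270 to 7.01 ± 0.299 CPM, and *BBX20* (AT4G39070), a B-box gene, from 4.79 ± 0.491 to 17.8 ± 1.93 CPM. Over the whole transcriptome, 5140 genes were higher and 4126 lower after KAR_2_ of 17226 tested, and 3638 and 2213 of these changed at least 2-fold. Scaling by library size only gave 7105 genes higher and 2267 lower, that is 75.8% higher instead of 55.5%, since it shifts the median log_2_ fold change of all genes by 0.397.
The log_2_ fold change was 1.87 for *KAI2* (SE 0.21, adjusted p = 0.000357 from edgeR), 2.86 for *DLK2* (SE 0.35, adjusted p = 0.000544 from the same test), 3.15 for *KUF1* (SE 0.28, adjusted p = 0.000133) and 1.88 for *BBX20* (SE 0.15, adjusted p = 0.000106). In the reference assembly TAIR10.1 these protein-coding genes lie from 17616659 to 17618656 on chromosome 4, from 8862813 to 8865239 on chromosome 3, from 11221267 to 11222827 on chromosome 1 and from 18204631 to 18206684 on chromosome 4. The marker genes stood apart from other genes by camera (adjusted p = 0.0247, and adjusted p = 0.227 with an estimated correlation). Their direction was known beforehand, since the paper reports them as raised by RT-qPCR in dark *AtKAI2OX-A* seeds with KAR_2_. None of the 21 gene lists drawn up before the data were examined passed camera's test with an estimated correlation between genes. Of 7 tested genes in a list of the KAI2 pathway and relatives (*D14*, *SMXL6* and *SMXL7*), 3 were higher, none was lower and 4 did not pass. The counts were the same when adjusted over the list alone (adjusted p = 0.604 by camera). Besides *KAI2*, *SMXL2* rose by 0.75 (SE 0.15, adjusted p = 0.00545 from edgeR) and *D14*, the strigolactone receptor gene, by 1.81 (SE 0.46, adjusted p = 0.0135). *SMAX1* had a log_2_ fold change of -0.32 (SE 0.17, adjusted p = 0.147), which turned to 0.07 when scaled by library size only. It came to -0.47 (adjusted p = 0.0269) without untreated replicate 1, where 3 of the 7 genes were lower.
Of the genes with an average log_2_ CPM of at least 4, the largest increases were in AT4G20362 (log_2_ fold change 10.51), a long non-coding RNA annotated as antisense to AT4G20360, whose reads are not told apart from it, in the ferredoxin gene *FD1*, in AT4G29270 (7.17) and in the potassium transporter gene *POT4* (6.77, with all 52 untreated counts in 1 replicate). They were followed by *SBT5.6* (6.44), *CXE13* (5.93), *SCPL44* (5.82), *HEXO3* (5.82), *GASA6* and *CYP83B1* (5.69). The largest decreases were in *CRD* (-4.63), of the cupin superfamily, in *RPT3* (-4.34), in the xyloglucan endotransglucosylase gene *XTH25* (-4.33), in the small heat shock gene *HSP17.4*, in *AIG2LA* (-4.13), in AT4G36515 (-3.92), in AT5G55135 (-3.87), in the late embryogenesis gene *ECP31* and in the *HSD1* pair AT5G50600 (-3.92) and AT5G50700 (-3.85), copies from an exact duplication whose values are uncertain. Each gene named beside the sentences on these seeds as higher or lower, except *CPS*, had no overlap between its 3 untreated and 3 treated replicates. The largest increases and decreases above were picked among genes past the test without such overlap, so that their lack of overlap was fixed by the choice. Chance alone gives no overlap for 10% of genes, but the named genes are no random draw. The share among all tested genes is not given here. An exact permutation test of a single gene cannot go below p = 0.1 with 3 replicates in each group.

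**Figure D1:**
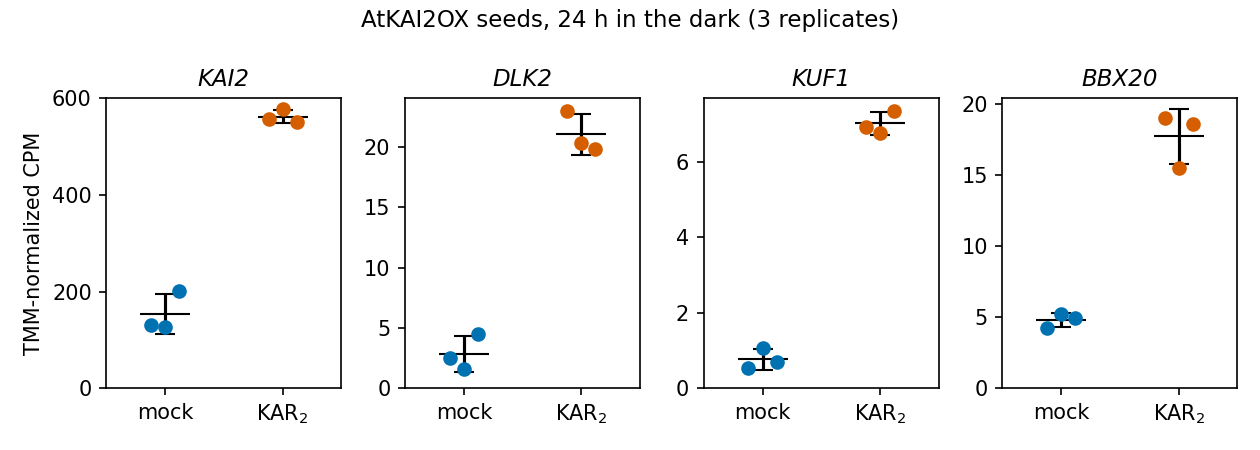
TMM-normalized CPM of *KAI2*, *DLK2*, *KUF1* and *BBX20* in *AtKAI2OX* seeds after 24 h in the dark, untreated (mock) or with KAR_2_, where points are the 3 replicates, horizontal bars their means and error bars the SD, on an axis from 0 for each gene. In all panels every treated replicate lies above every untreated one.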

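Most genes of chlorophyll synthesis rose in dark *AtKAI2OX* seeds after KAR_2_, while genes of the light-harvesting complexes were mixed. Of 16 chlorophyll biosynthesis genes, 13 were higher, 1 was lower and 2 did not pass the test (14 higher and 1 lower when adjusted over the list alone). *CHLI1*, a subunit of magnesium chelatase, rose by 3.27 on the log_2_ scale (SE 0.14, n = 3 per group), *CHLH*, another subunit, by 5.45 (SE 0.55) and *PORB*, a protochlorophyllide oxidoreductase gene, by 4.42 (SE 0.33). *CAO*, of chlorophyll b synthesis, went the other way, from 42.5 ± 3.13 to 15.2 ± 0.526 CPM (SD, n = 3). The ferredoxin gene *FD1* (AT1G10960, from 3664187 to 3665040 on chromosome 1 of TAIR10.1) went from 5 counts over the 3 untreated replicates to 4933 over the 3 treated ones.
In edgeR's test the log_2_ fold change of *FD1* was 9.36 (SE 0.34, adjusted p = 2.06e-05). *RBCS-1A* (AT1G67090), a small subunit gene of Rubisco, rose from 167 ± 41.8 to 1172 ± 35.0 CPM (SD, n = 3), a log_2_ fold change of 2.81 (SE 0.22, adjusted p = 9.41e-05). Its paralog *RBCS-1B*, uncertain since the authors removed reads that map to several loci, had no count in untreated seeds and 869 after KAR_2_, at least 208-fold higher against a floor of 3 counts over the group. *PSBQ1*, of the oxygen-evolving complex, rose by 4.48 (SE 0.17, adjusted p = 2.25e-05). Of 13 tested genes of the light-harvesting complex family, 8 were higher, 2 were lower and 3 did not pass, with the same counts when adjusted over the list alone. *LHCB2.3* was at least 30.7-fold higher, with no count in untreated seeds, and *LHCB1.3* rose by 2.16 (SE 0.38, adjusted p = 0.00282). *LHCB4.2* had a log_2_ fold change of -2.00 (SE 0.18, adjusted p = 0.000137) and *LHCB7* one of -1.96 (SE 0.40, adjusted p = 0.00523). The other 8 members had too few counts to be tested. Counts of close copies in this family, *LHCB1.3* and *LHCB2.3* included, are uncertain for the same reason as those of *RBCS-1B*. Of 8 tested light-induced regulators, 4 were higher, 2 were lower and 2 did not pass, also when adjusted over the list alone. *GLK1*, a transcription factor of chloroplast development, rose by 1.69 (SE 0.24, adjusted p = 0.00107), and *HY5* from 5 to 65 counts over the 3 replicates (adjusted p = 0.027). The B-box gene *BBX22* had a log_2_ fold change of -1.52 (SE 0.11, adjusted p = 7.87e-05).
The heading of S2 Table gives a q-value under 0.05. Its light list was therefore probably filtered on these samples and is not taken as independent evidence of a direction. Of its 119 tested genes, 77 were higher, 30 were lower and 12 did not pass (79 and 35 when adjusted over the list alone), and the median log_2_ fold change was 1.37, also with its 6 genes at 0 in untreated seeds set to their bounds. Camera set the chlorophyll genes apart from other genes (adjusted p = 0.000189, and adjusted p = 0.227 with an estimated correlation), but not the light-harvesting complex family (adjusted p = 0.254) or the light-induced regulators (adjusted p = 0.475). Scaled by library size only, 79 genes of the S2 light list were higher and 14 lower, and 4 light-induced regulators were higher and 1 lower. With at least 10 counts required in every library, 50 genes of the S2 light list and 3 of the light-harvesting complex family were higher. *HY5* did not pass with the replicate number as a block (adjusted p = 0.0821) or without untreated replicate 3 or any one treated replicate (adjusted p from 0.0623 to 0.0989), where 1 light-induced regulator was lower, and 2 chlorophyll genes were lower without untreated replicate 2.

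**Figure D2:**
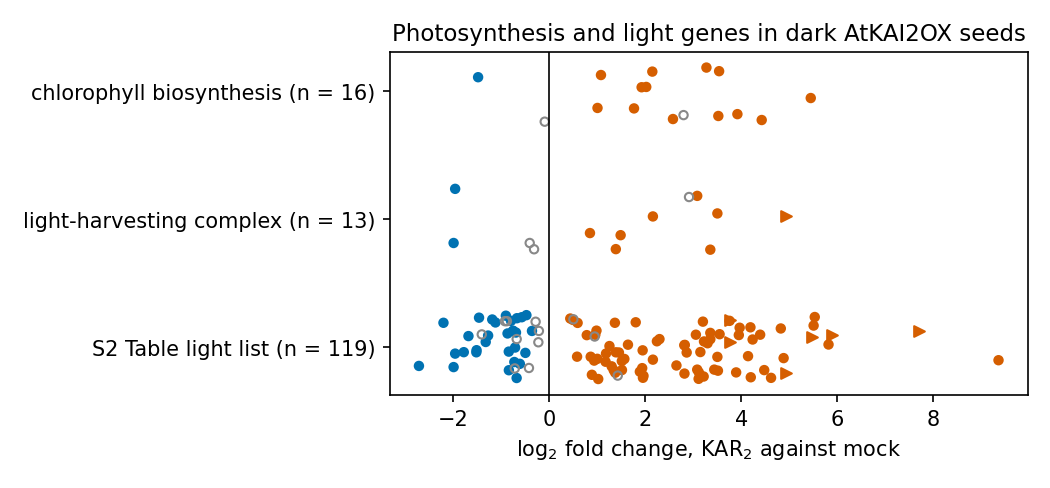
Log_2_ fold change after KAR_2_ of each tested gene of chlorophyll biosynthesis (n = 16), of the light-harvesting complex family (n = 13) and of the S2 Table light list (n = 119), where orange points are higher and blue points lower at an adjusted p under 0.05, open grey circles did not pass, and triangles stand at the lower bound of genes with no count in untreated seeds. Among the chlorophyll genes 13 points are orange and 1, *CAO*, is blue.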

Despite the absence of light stimulus, KAR_2_-treatment of *AtKAI2OX* seed upregulated the expression of many genes typically only induced by light (**Fig 3A** and **S2 Table**) [47]. Seedling greening after germination is a highly regulated process that balances the establishment of photosynthesis whilst minimizing photooxidative damage and many of the involved genes are controlled by phytochrome through inhibition of PIF1 [48]. 

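HFR1, the HECATE (HEC) and PAR proteins and the PRE proteins are helix-loop-helix proteins of light and growth responses. Of 12 such genes, 8 had enough counts to be tested in dark *AtKAI2OX* seeds, and all 8 rose after KAR_2_ (also 8 when adjusted over the list alone). *HFR1* (AT1G02340, from 465616 to 467880 on chromosome 1 of TAIR10.1) had no count in the 3 untreated replicates and 184 in the 3 treated ones, at least 44.1-fold higher against the floor of 3 counts. *HEC1* went from 0.709 ± 0.354 to 13.2 ± 0.861 CPM and *PAR1* from 6.23 ± 2.08 to 21.5 ± 1.06 CPM (SD, n = 3 in each group). Of the PRE genes *PRE3* and *PRE6* could be tested, while *PRE1*, *PRE2*, *PRE4* and *PRE5* had too few counts.
The adjusted p from edgeR was 0.000705 for *HFR1*. The log_2_ fold change was 4.23 for *HEC1* (SE 0.36, adjusted p = 0.000119 from the same test), 4.88 for *HEC2* (SE 0.41, adjusted p = 0.00011), 2.81 for *HEC3* (SE 0.71, adjusted p = 0.0135), 1.80 for *PAR1* (SE 0.24, adjusted p = 0.00084) and 4.14 for *PAR2* (SE 0.62, adjusted p = 0.00136). *PRE3* rose by 2.29 (SE 0.29, adjusted p = 0.000593) and *PRE6* by 3.75 (SE 0.90, adjusted p = 0.0108), the latter from 2 to 43 counts and not with the replicate number as a block (adjusted p = 0.0685). The 8 genes stood apart from others by camera (adjusted p = 0.00261, and adjusted p = 0.227 with an estimated correlation). The paper names *HFR1*, PAR and PRE genes as raised in these same seeds, so that the list is not independent evidence of a direction. Where every library had to hold at least 10 counts, only 1 of them was counted as higher. That filter leaves genes with few untreated counts untested, such as *HFR1* and *PRE3* (7 counts in untreated replicate 1).
Of 5 tested genes in a list of phytochrome-interacting factors and the bHLH gene *SPT*, 1, *SPT*, was higher, 2 were lower and 2 did not pass. Adjusted over the list alone, 2 were higher and 3 lower (adjusted p = 0.712 by camera). The median log_2_ fold change of the list was -0.85 and its mean -0.04. *SPT* rose by 3.26 (SE 0.20, adjusted p = 4.31e-05) and *PIF6* had a log_2_ fold change of -1.72 (SE 0.26, adjusted p = 0.00134). *PIF1* itself went from 94.9 ± 32.7 to 52.9 ± 1.58 CPM (SD, n = 3), a log_2_ fold change of -0.85 (SE 0.24, adjusted p = 0.0214). Among the phytochrome genes, *PHYD* had a log_2_ fold change of -1.13 (SE 0.13, adjusted p = 0.000489), *PHYB* one of -0.70 (SE 0.15, adjusted p = 0.00766) and *PHYA* one of -0.22 (SE 0.18, adjusted p = 0.335). Scaled by library size only, 2 genes of the list were higher and 1 lower, *PIF1* and *PHYB* did not pass (adjusted p = 0.198 and 0.207) and *PHYA* turned to 0.17. *PIF1* did not pass without any one treated replicate either (log_2_ fold change -0.82 to -0.86, adjusted p from 0.0687 to 0.0753), which left 1 gene of the list lower without replicate 1 or 2. With at least 10 counts in every library, with all 9 libraries in the fit or without untreated replicate 2, 2 genes of the list were higher.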

Consistent with this, while cataloguing components involved in phytochrome signaling, we noticed that expression of several basic helix-loop-helix (bHLH) family members including *PACLOBUTRAZOL RESISTANCES* (*PREs*), *PHYTOCHROME RAPIDLY REGULATED* (*PARs*) and *LONG HYPOCOTYL FAR RED1* (*HFR1*) that contribute to seedling greening, were upregulated in KAR_2_-treated *AtKAI2OX* seed (**Fig 3B** and **S2 Table**). These bHLHs are thought to fine-tune phytochrome responses by forming feedback loops where the transcription factor, PIF1, promotes *HFR1*, *HECATES (HECs)*, and *PAR* expression [49–51]. In turn, the HFR1, HECs, and PAR proteins sequester PIF1 to prevent transcription of downstream targets [49–51]. Notably, 94 of the 166 known direct targets of PIF1 were activated two-fold by KAR_2_ **(Fig 3C** and **S3 Table).** [29]. This large overlap of gene expression together with the shared dark germination phenotype of *pif1-1* and *smax1-2* mutants, suggest that a genetic relationship exists between these pathways. Indeed, epistatic analysis between *htl-3* and *pif1-1*, which germinates poorly and constitutively under light-limiting conditions, respectively, places *PIF1* at or downstream of *AtKAI2* in a genetically dependent pathway (**Fig 3D**).

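Of the PIF1 direct targets listed in S3 Table, 40 rose and 48 fell at least 2-fold after KAR_2_ in dark *AtKAI2OX* seeds. The expansin gene *EXPA10* (AT1G26770), of cell wall loosening, went from 6.03 ± 1.94 to 227 ± 11.4 CPM and *EXPA8* (AT2G40610) from 3.28 ± 2.11 to 99.4 ± 6.39 CPM (SD, n = 3 in each group). The Aux/IAA gene *IAA16* rose by 4.37 (SE 0.62) and the cytokinin response factor gene *CRF3* by 2.56 (SE 0.18) on the log_2_ scale, and *HEC1* was also among the targets that rose. Among those that fell were *ABI5*, a transcription factor of the ABA response, *SOM*, a repressor of germination, and *GID1A*, a GA receptor gene.
S3 Table lists 94 direct targets, and 92 of them could be tested. At any fold, 40 were higher, 51 were lower and 1 did not pass edgeR's test, with the same counts when adjusted over the list alone. Without the test, 41 had a log_2_ fold change of at least 1 and 48 one of -1 or less. *EXPA10* had the largest increase among the targets, a log_2_ fold change of 5.24 (SE 0.26, adjusted p = 2.66e-05). The largest decrease was that of *MSD2* (AT3G56350), an iron/manganese superoxide dismutase family gene named after its value was seen, at -3.37 (SE 0.33, adjusted p = 0.000209). The log_2_ fold change was -1.32 for *ABI5* (SE 0.13, adjusted p = 0.000184) and -1.47 for *GID1A* (SE 0.12, adjusted p = 0.000113). The median of the 92 was -1.04 and their mean 0.15, and camera placed them lower than other genes at p = 0.0328, and p = 0.219 with an estimated correlation. The study chose the list on these samples, so that its counts are not independent evidence of a response, and scaling by library size only gave 40 higher and 32 lower at least 2-fold. From the overlap with PIF1 targets, together with the dark germination of *pif1-1* and *smax1-2* mutants, the paper proposes a genetic relationship between the pathways. Its separate epistasis analysis of *htl-3* and *pif1-1* puts *PIF1* level with or downstream of *AtKAI2*.

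**Figure D3:**
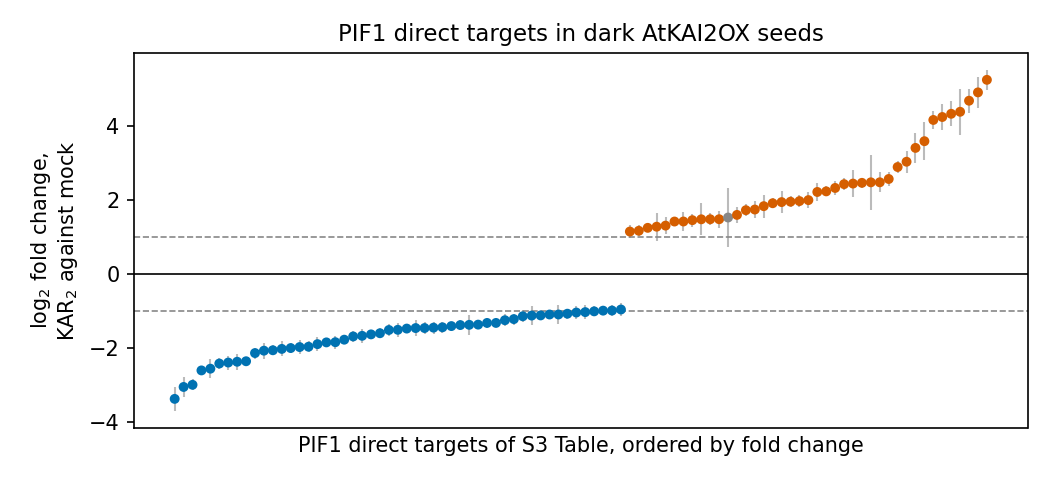
Log_2_ fold change after KAR_2_ of the 92 tested PIF1 direct targets of S3 Table in ascending order, with bars for the SE, where orange points are higher and blue points lower at an adjusted p under 0.05, the grey point did not pass, and dashed lines mark 1 and -1. The values run from -3.37 (*MSD2*) to 5.24 (*EXPA10*).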

**Fig 3:**
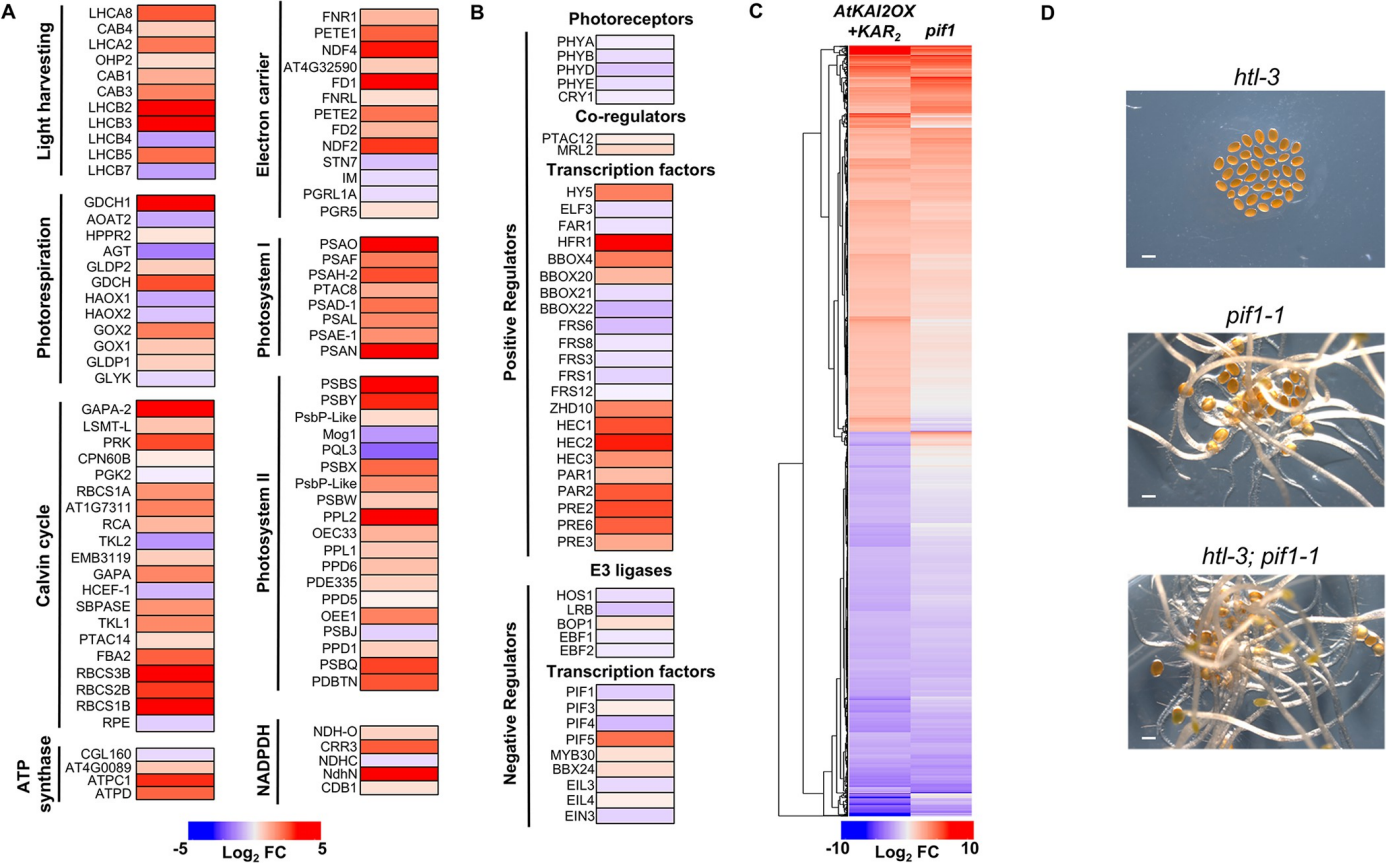
Activated *AtKAI2* signaling perturbs light signaling. **(A)** Heatmap representation of the expression of genes annotated as components of the photosynthetic apparatus in dark germinated *AtKAI2OX* seed treated with KAR_2_. All heatmaps depict log_2_-transformed fold-change in gene expression between *AtKAI2OX*+KAR_2_/*AtKAI2OX* at 24h. See **S2 Table** for gene lists and values. **(B)** Heatmap representation of the expression of genes annotated as regulatory components of phytochrome signaling in dark-germinated *AtKAI2OX* seed treated with KAR_2_. **(C)** Heatmap representation of the expression of annotated *PIF1*-regulated genes [29] in dark-germinated *AtKAI2OX* seed with KAR_2_ at 24 hours. See **S3 Table** for gene lists and values. **(D)** Representative pictures of *htl-3*, *pif1-1*, and *htl-3; pif1-1* seed placed under dark conditions for five days.

Since many of the genes downstream of *PIF1* are annotated as responsive to hormones, PIF1 appears to contribute to establishing the correct combination of hormonal responses required for germination [29]. 

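Of the 44 hormone response genes of S4 Table, 19 rose and 18 fell after KAR_2_ in dark *AtKAI2OX* seeds, and 7 did not pass the test, with the same counts when adjusted over the list alone. The jasmonate ZIM-domain gene *TIFY10A* went from 1.11 ± 0.132 to 5.19 ± 0.739 CPM, and *YDK1*, which conjugates auxin to amino acids, from 104 ± 7.44 to 24.3 ± 3.45 CPM (SD, n = 3 in each group). *GCR2*, annotated as a G protein coupled receptor, fell from 8.32 ± 1.84 to 1.43 ± 0.225 CPM. In edgeR's test the log_2_ fold change was 2.21 for *TIFY10A* (SE 0.24, adjusted p = 0.000302), -2.10 for *YDK1* (SE 0.14, adjusted p = 5.89e-05) and -2.53 for *GCR2* (SE 0.25, adjusted p = 0.000211). The median of the list was 0.10 and its mean 0.53, while camera placed it lower than other genes without a call (p = 0.826, and p = 0.806 with an estimated correlation). The paper takes the list from an earlier study of PIF1, and whether these samples entered the choice is not given in the sources used here. Scaling by library size only gave 22 higher and 12 lower.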

We observed that the expression of genes involved in hormone response affected by the loss of PIF1 were also regulated by KAR_2_ activation of AtKAI2 in dark germinated *AtKAI2OX* seed (**Fig 4A** and **S4 Table**). The ratio of the hormones, ABA to GA is crucial for tuning the seed for germination [52]. For example, PIF1 partially represses germination by increasing ABA and decreasing GA levels through SOM [31]. SOM increases ABA levels by activating ABA anabolic genes, *ABA1*, *NCED6*, and *NCED9* as well as repressing the ABA catabolic gene, *CYP707A2* [31]. SOM also decreases the expression of GA anabolic genes, *GA3ox1* and *GA3ox2* and increases the transcript levels of the GA catabolic gene, *GA2ox2* [31]. 

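Of 7 tested ABA biosynthesis genes, 4 fell in dark *AtKAI2OX* seeds after KAR_2_, none rose and 3 did not pass the test. *ABA1* (AT5G67030), which encodes zeaxanthin epoxidase, went from 112 ± 25.5 to 30.0 ± 2.05 CPM (SD, n = 3 in each group). The genes of a pair of dioxygenases that cleave carotenoid precursors of ABA followed, *NCED6* (AT3G24220) from 27.1 ± 4.19 to 6.56 ± 0.360 CPM and *NCED9* (AT1G78390) from 33.2 ± 4.70 to 14.0 ± 1.54 CPM. *SOM* (AT1G03790) itself went from 726 ± 163 to 355 ± 16.8 CPM.
The log_2_ fold change was -1.90 for *ABA1* (SE 0.18, adjusted p = 0.000184 from edgeR), -2.04 for *NCED6* (SE 0.16, adjusted p = 8.12e-05 from the same test), -1.24 for *NCED9* (SE 0.15, adjusted p = 0.000574) and -1.03 for *SOM* (SE 0.19, adjusted p = 0.00313). In TAIR10.1 *ABA1* lies from 26753469 to 26757402 on chromosome 5, *NCED6* from 8761419 to 8763303 on chromosome 3 and *NCED9* from 29490705 to 29492875 on chromosome 1. The counts of the list were the same when adjusted over it alone (adjusted p = 0.0291 by camera, and adjusted p = 0.227 with an estimated correlation). Since the paper names *ABA1*, *NCED6* and *NCED9* as lowered in these same seeds, the list is not independent evidence of a direction. The other gene that fell was *ABA3*, at -1.13 (SE 0.35, adjusted p = 0.0294). The aldehyde oxidase gene *AAO1*, in the ABA list of S2 Table, had a log_2_ fold change of -2.34 (SE 0.17, adjusted p = 7.35e-05). Scaled by library size only, 3 of the 7 genes were lower and 1 was higher.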

We found that KAR_2_ activation of AtKAI2 in dark-germinated *AtKAI2OX* seed decreased transcript levels of the SOM targets *ABA1*, *NCED6* and *NCED9* (**Fig 4B** and **S2 Table**). 

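The GA 3-oxidase genes *GA3ox1* and *GA3ox2*, of the last step to bioactive GA, were near 0 in untreated dark *AtKAI2OX* seeds and rose after KAR_2_. *GA3ox1* (AT1G15550) had 8 counts over the 3 untreated replicates and 404 over the 3 treated ones, from 0.112 ± 0.109 to 4.62 ± 0.566 CPM (SD, n = 3 in each group). *GA3ox2* (AT1G80340) had no count in untreated seeds and 277 after KAR_2_, at least 66.4-fold higher against the floor of 3 counts. *GA20ox3* (AT5G07200), of the preceding step, fell from 816 ± 69.7 to 403 ± 30.2 CPM, whereas *GA20ox1*, of the same step, rose from 1.34 ± 0.493 to 6.00 ± 1.76 CPM.
The log_2_ fold change was 5.17 for *GA3ox1* (SE 0.57, adjusted p = 0.000348 from edgeR), -1.02 for *GA20ox3* (SE 0.14, adjusted p = 0.00101 from the same test) and 2.14 for *GA20ox1* (SE 0.35, adjusted p = 0.00208), and the adjusted p of *GA3ox2* was 0.000469. *GA20ox2* had a log_2_ fold change of 0.17 (SE 0.11, adjusted p = 0.224), which passed the test when scaled by library size only (0.57, adjusted p = 0.00867). In TAIR10.1 *GA3ox1* lies from 5344388 to 5346342 on chromosome 1, *GA3ox2* from 30200466 to 30202349 on chromosome 1 and *GA20ox3* from 2243553 to 2245339 on chromosome 5. Of 10 tested GA biosynthesis genes, 3 were higher, 4 were lower and 3 did not pass, with the same counts when adjusted over the list alone. Besides *GA20ox3*, the lower genes encode early enzymes of the pathway, *CPS* (-1.45), *KS* (-1.14) and *KO* (-0.45). The median of the list was -0.11 and its mean 1.25, and camera placed it lower without a call (adjusted p = 0.837). Scaled by library size only, 4 genes were higher and 2 lower. Without any one treated replicate 2 were lower, and 1 was higher where every library had to hold at least 10 counts.

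**Figure D4:**
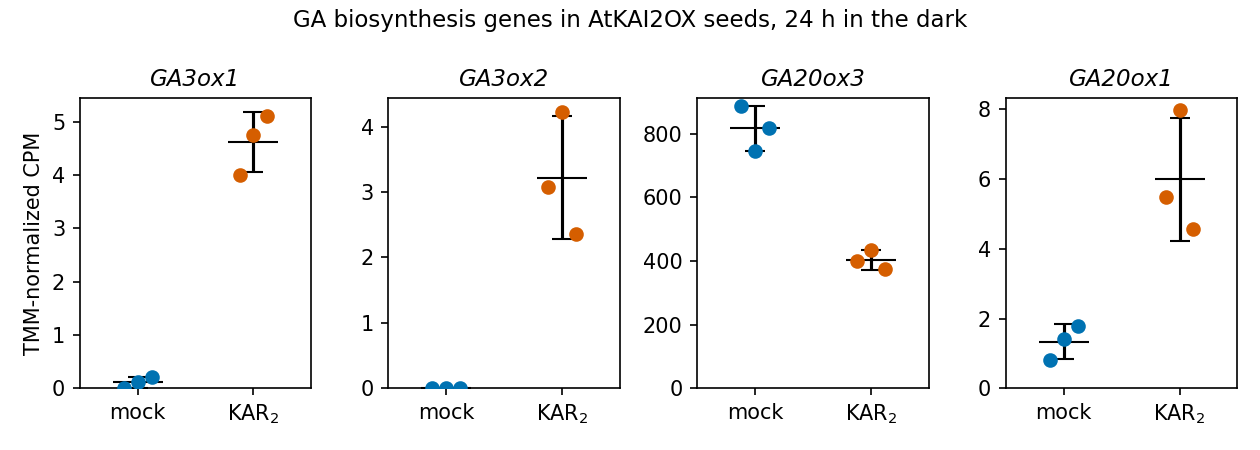
TMM-normalized CPM of *GA3ox1*, *GA3ox2*, *GA20ox3* and *GA20ox1* in *AtKAI2OX* seeds after 24 h in the dark, untreated (mock) or with KAR_2_, where points are the 3 replicates, horizontal bars their means and error bars the SD, on an axis from 0 for each gene. *GA20ox3* alone is lower after KAR_2_, and *GA3ox2* is at 0 in every untreated replicate.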

AtKAI2 activation also increases the levels of *GA3ox1* and *GA3ox2* transcripts whilst decreasing *GA20ox3* (**Fig 4B**). Unlike *SOM*, however, AtKAI2 activation induced expression of a different *CYP707* homolog (*CYP707A3* versus *CYP707A2*) and decreased expression of *GA2ox2* (**Fig 4B**). 

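*CYP707A3* (AT5G45340), which encodes an ABA 8'-hydroxylase, rose from 0.540 ± 0.472 to 4.42 ± 0.381 CPM after KAR_2_ (SD, n = 3 in each group). *CYP707A2* (AT2G29090) went from 6.91 ± 0.880 to 4.44 ± 0.127 CPM and *CYP707A1* from 3.73 ± 1.08 to 4.94 ± 1.46 CPM. *GA2ox2* (AT1G30040), a GA 2-oxidase gene of GA inactivation, rose from 34.2 ± 3.21 to 55.2 ± 3.53 CPM.
The log_2_ fold change was 2.94 for *CYP707A3* (SE 0.72, adjusted p = 0.012 from edgeR), -0.64 for *CYP707A2* (SE 0.17, adjusted p = 0.0149 from the same test), 0.40 for *CYP707A1* (SE 0.30, adjusted p = 0.298) and 0.69 for *GA2ox2* (SE 0.12, adjusted p = 0.00273). Of the 3 tested ABA catabolism genes, 1 was thus higher, 1 was lower and 1 did not pass, also when adjusted over the list alone (adjusted p = 0.936 by camera). *GA2ox2* was the only 1 of 7 GA 2-oxidase genes with enough counts to be tested, and it was higher when adjusted over the list alone too (adjusted p = 0.385 by camera). In TAIR10.1 *CYP707A3* lies from 18368532 to 18371021 on chromosome 5, *CYP707A2* from 12494826 to 12499723 on chromosome 2 and *GA2ox2* from 10537457 to 10540044 on chromosome 1. The call on *CYP707A2* was lost when scaled by library size only (adjusted p = 0.326), which left 1 catabolism gene higher and none lower, with the replicate number as a block (adjusted p = 0.0546), without any one treated replicate (adjusted p from 0.0593 to 0.0638) and, in an alternative chosen after seeing the data, when only the entry named by the gene identifier was counted (-0.24, adjusted p = 0.419). *CYP707A3* had 39 counts over the untreated replicates and was not tested where every library had to hold at least 10.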

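The paper's *pif1* values, given in S3 Table, were set beside the fold changes computed here for KAR_2_ in dark *AtKAI2OX* seeds. Of 1863 genes of its first sheet with a value here, 1777 (95.4%) had the same sign in both, 904 higher and 873 lower. Another 57 genes were higher after KAR_2_ and lower in *pif1*, and 29 the reverse. Of the 92 direct targets with a value here, the *pif1* values of the other sheet had the same sign in 54 (58.7%), 28 higher and 26 lower, while 13 were higher after KAR_2_ and lower in *pif1* and 25 the reverse. The sheets conflict, since 36 of the 84 targets found on both have *pif1* values of opposite sign, and by the first sheet's values 79 of the 84 had the same sign as here (rho 0.783 across genes, against 0.350 by the other sheet's). By edgeR's test on these samples alone, 896 of the 1863 genes were higher after KAR_2_, 830 were lower and 137 did not pass (929 and 861 when adjusted over the list alone). Over all 17226 tested genes 5140 were higher and 4126 lower, so that the list holds a larger share of called genes.
Spearman's rho between the paper's *pif1* values and the log_2_ fold changes here was 0.836 across genes of the first sheet and 0.291 across the direct targets, where genes are not independent replicates. The paper's caption describes these genes as annotated to be regulated by PIF1, and whether the KAR_2_ values entered the choice of the first sheet is not given in the sources used here. If they did, genes changed in both would be favoured, so that the shared signs are not taken as independent evidence of a likeness. Genes outside the list and the *pif1* libraries were not analysed here. Of the 44 genes of S4 Table, 38 had the same sign in both, 18 higher and 20 lower (rho 0.742 across genes). The median log_2_ fold change of the 1863 genes here was 0.47 and their mean 0.39, while camera placed them lower than other genes without a call (p = 0.559, and p = 0.510 with an estimated correlation).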

Even considering this nuance, the transcript profile of KAR_2_ activation of AtKAI2, demonstrated an overall similarity to the transcript profile of *pif1* loss-of-function seeds. Consistent with a decrease in ABA and increase in GA levels, the expression of genes annotated as ABA-regulated, decreased upon AtKAI2 activation while transcripts of GA-responsive genes increased (**Fig 4A and 4B**).

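Most genes of the GA list of S2 Table rose and most of its ABA list fell in dark *AtKAI2OX* seeds after KAR_2_, while GA receptor and DELLA genes were mixed. Of the 28 genes in the GA list, 24 were higher, 3 were lower and 1 did not pass, and of 28 tested genes of the ABA list 6 were higher, 19 were lower and 3 did not pass. The cell wall genes *EXPA2* and *PME3* went from 36.4 ± 20.5 to 894 ± 34.8 CPM and from 12.2 ± 6.23 to 442 ± 4.09 CPM (SD, n = 3 in each group). The late embryogenesis gene *EM6* fell from 9663 ± 3906 to 866 ± 25.8 CPM. Exceptions were the GA-related gene *GASA3*, which fell from 1761 ± 557 to 246 ± 3.78 CPM, and the ABA-related genes *COR47* and *ABF3*, which rose.
In edgeR's test the log_2_ fold change was 4.62 for *EXPA2* (SE 0.42, adjusted p = 0.000144), 5.17 for *PME3* (SE 0.37, adjusted p = 6.64e-05), 5.85 for *XTH33* (SE 0.53, adjusted p = 0.000147), 5.76 for *GASA6* (SE 0.58, adjusted p = 0.000227) and -2.84 for *GASA3* (SE 0.25, adjusted p = 0.000134). It was -3.48 for *EM6* (SE 0.33, adjusted p = 0.000194), 4.65 for the dehydrin gene *COR47* (SE 0.24, adjusted p = 2.71e-05) and 3.43 for the ABA response factor gene *ABF3* (SE 0.69, adjusted p = 0.00487). Adjusted over the list alone, 24 GA genes were higher and 3 lower, and 6 ABA genes were higher and 21 lower. Camera set apart the GA list (p = 5.23e-08, and p = 0.107 with an estimated correlation) and the ABA list (p = 1.39e-05, and p = 0.00806 with an estimated correlation). By the q-value in the heading of S2 Table both were probably filtered on these samples, so that neither is taken as independent evidence of a direction.
Among 9 GA receptor and DELLA genes, 5 were higher, 2 were lower and 2 did not pass, also when adjusted over the list alone (adjusted p = 0.712 by camera). The receptor gene *GID1B* rose by 3.53 (SE 0.74, adjusted p = 0.0061) and the DELLA gene *RGL1* by 3.50 (SE 0.28, adjusted p = 9.03e-05), whereas the receptor genes *GID1C*, at -1.03 (SE 0.13, adjusted p = 0.000673), and *GID1A* fell. Of 8 tested regulators of seed maturation and dormancy, 5 were lower, 1 was higher and 2 did not pass, also when adjusted over the list alone (adjusted p = 0.0242 by camera, and adjusted p = 0.227 with an estimated correlation). *DOG1*, a main dormancy gene, had a log_2_ fold change of -3.51 (SE 0.32, adjusted p = 0.000155) and *MFT*, another regulator of seed germination, one of -2.94 (SE 0.13, adjusted p = 2.41e-05), whereas *ABI4* rose by 3.01 (SE 0.14, adjusted p = 2.47e-05). *ABI3* had a log_2_ fold change of -0.56 (SE 0.23, adjusted p = 0.077), which passed in DESeq2 (adjusted p = 0.0355) and without untreated replicate 1 (adjusted p = 0.0153) and came to 0.002 (adjusted p = 0.994) when only the entry named by the gene identifier was counted, an alternative chosen after seeing the data. Where every library had to hold at least 10 counts, 3 genes of the ABA list and 3 of the receptor and DELLA list were higher.

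**Figure D5:**
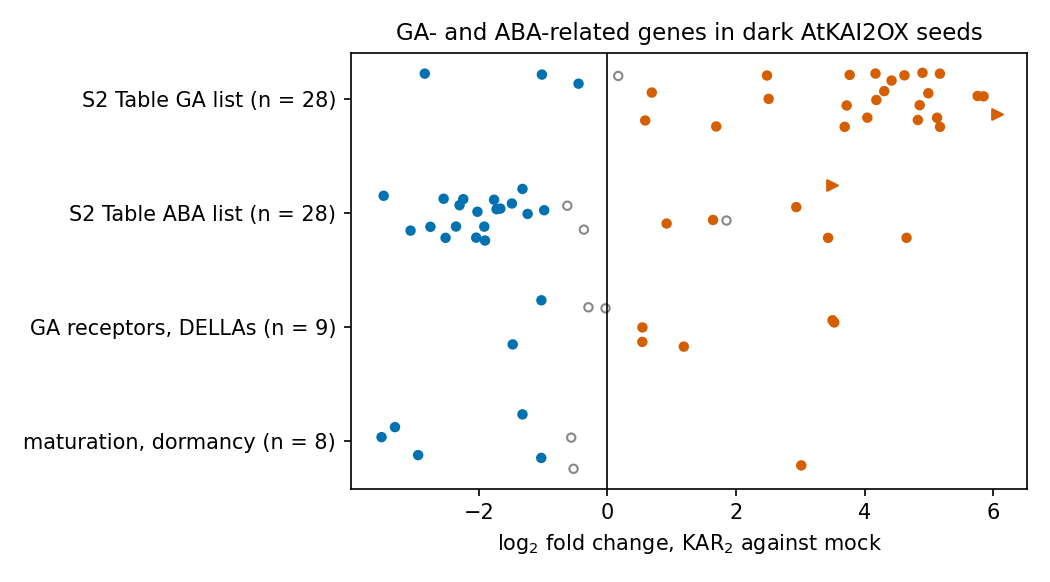
Log_2_ fold change after KAR_2_ of each tested gene of the GA list (n = 28) and the ABA list (n = 28) of S2 Table, of the GA receptor and DELLA genes (n = 9) and of the maturation and dormancy regulators (n = 8), where orange points are higher and blue points lower at an adjusted p under 0.05, open grey circles did not pass, and triangles stand at the lower bound of genes with no count in untreated seeds. Of the GA list 24 points are orange, and of the ABA list 19 are blue.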

**Fig 4:**
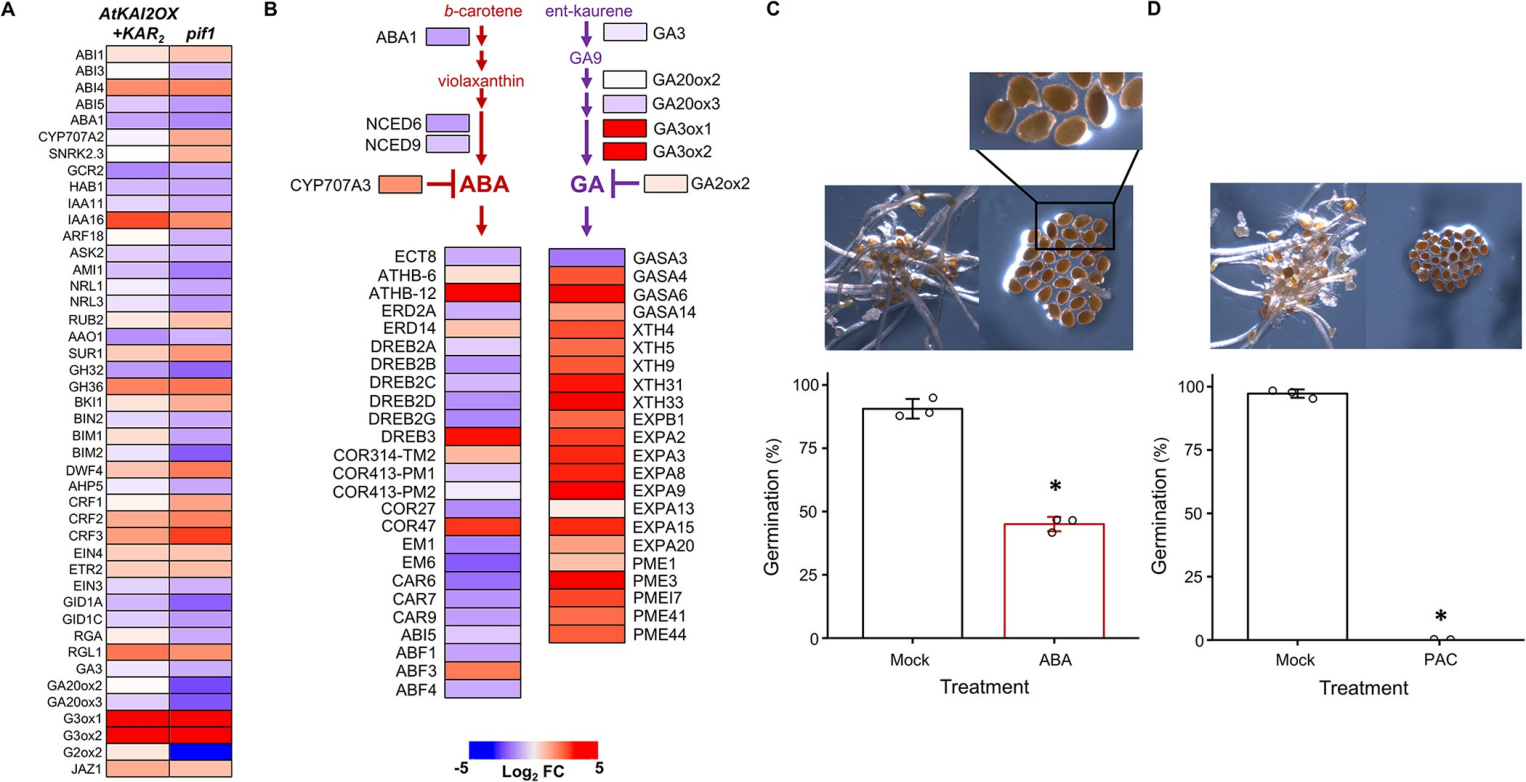
Activating *AtKAI2* signaling perturbs hormone signaling. (A) Heatmap representation of the expression of genes annotated as PIF1-regulated hormonal response genes [29] in dark-germinated *AtKAI2OX* seed with KAR_2_ relative to mock treated (*AtKAI2OX*+KAR_2_/*AtKAI2OX*). All heatmaps depict log_2_-transformed fold-change at 24h. See **S4 Table** for gene lists and values. (B) Heatmap representing select ABA-and GA-regulated genes in dark germinated *AtKAI2OX* seed with KAR_2_. Dark red pathways are ABA-regulated genes. Purple pathways are GA-regulated genes. Heat map values are the ratio of *AtKAI2OX+KAR*_*2*_*/AtKAI2OX* gene expression after 24 hrs. See **S2 Table** for gene lists and values. (C) Germination of *smax1-2; smxl2-1* seed in the dark on 3 μM ABA. Each open circle represents the germination percentage of a biological replicate. Bar = SD. (D) Germination of *smax1-2; smxl2-1* seed in the dark on 20 μM PAC. Each open circle represents the germination percentage of a biological replicate. Bar = SD. Asterisks indicated a significant difference compared to untreated (mock) *smax1-2; smxl2-1* seeds (*P* < 0.05, one-way ANOVA with post-hoc Tukey honest significant difference test). *P* values, sample sizes and bar plot elements are provided in S1 Table.

To functionally test the contributions of ABA and GA to AtKAI2 signaling, we next manipulated the levels of these hormones in the *smax1-2; smxl2-1* double mutant and monitored dark germination. Adding ABA to *smax1-2; smxl2-1* seeds partially inhibited germination in the dark (**Fig 4C**) as measured by radicle emergence, but ABA did fully inhibit seedling emergence (**S4 Fig**). These phenotypes are consistent with the previous finding that ABA does not increase the DELLA repressors of GA signaling to levels needed to inhibit seed coat rupture [53]. The inability of *smax1-2; smxl2-1* seed to overcome the capacity of ABA to stop seedling greening also suggests that ABA signaling is functional after testa rupture. In contrast to increasing ABA, we found that reducing GA levels by exposing *smax1-2; smxl2-1* seed to paclobutrazol (PAC), a GA biosynthesis inhibitor, fully inhibited germination (**Fig 4D**).

### Identification of dark germination mutants

The ability of the *smax1-2* loss-of-function mutant to germinate in the dark encouraged us to further probe this process by performing an unbiased forward genetic screen to identify new mutations in *AtKAI2* signaling. We screened 48,000 EMS mutagenized Col-0 seeds (48 M_2_ pools) for mutants capable of germinating under our dark conditions and identified 122 potential mutants (**Fig 5** and **S5 Table**). To speed up the mutant classification, we used a chemical genetics approach where various compounds that are known to differentiate different hormone- and light-related mutants were tested against the mutant collection. We exposed mutant seed to ABA and PAC in the light as these two compounds are commonly used to probe the ABA and GA signaling pathways as they pertain to *Arabidopsis* wild type seed germination. We also included a condition of PAC plus *rac*-GR24 to see if any PAC sensitive mutants could be rescued by addition of this artificial SL/KL. This information was then used to classify groups using two-dimensional hierarchical clustering. The response of a reference set of known hormonal or light signaling mutants to our compounds were also queried through this system to further catalog our dark germination lines. This reference set included an ABA-auxotroph, *aba deficient2* (*aba2-2*), two ABA-insensitive mutants, *aba insensitive1* (*abi1-1*), *aba insensitive4* (*abi4-5*), three constitutive light signaling mutants, *phytochrome interacting factor1* (*pif1-1*), *de-etiolated1* (*det1-1*), *constitutive photomorphogenic1* (*cop1-4*) and the constitutive *AtKAI2* signaling mutant, *smax1-2*.

**Fig 5:**
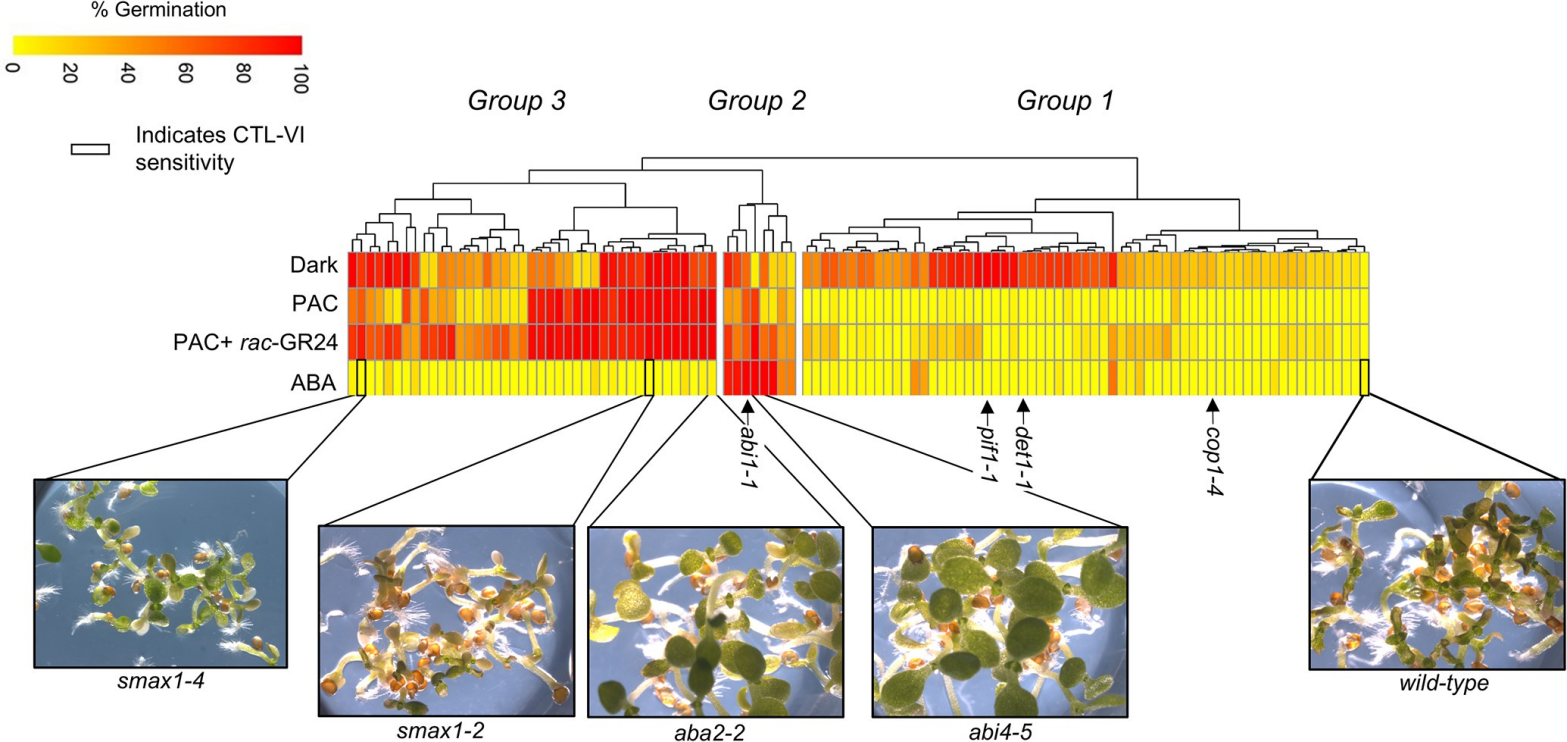
A genetic screen for dark germination mutants. Heatmap representation of mutant germination phenotypes on 20 μM PAC, 20 μM PAC, and 1 μM rac-GR24, 2 μM ABA, or in the absence of light. The germination responses were hierarchically clustered using the complete linkage method with Euclidean Distance. The mutants fall into three groups: *det1-1* like (Group 1), *abi1-1* like (Group 2), and *smax1-2* like (Group 3). The photographs show the bleached seedling phenotype of various mutants grown on 2.5 μM CTL-VI. Bolded cells indicate mutants which showed wild-type sensitivity to CTL-VI. *smax1-4* is a novel *SMAX1* allele. See **S5 Table** for putative mutant list and values.

Using these criteria, we identified three major groupings. Group 1 mutants did not germinate well on either PAC or ABA, indicating they are not perturbed in GA or ABA signaling (**Fig 5**). Within this group, the light signaling mutants *pif1-1* and *det1-1*, which also germinate in the dark, did not germinate well on PAC or ABA suggesting this group may be enriched for mutants defective in light signaling (**Fig 5**). Group 2 mutants showed moderate germination in the dark, high germination on ABA, and varying germination on PAC (**Fig 5**). As expected, this group included *abi1-1* and *abi4-5* and therefore most likely is enriched for ABA signaling mutants (**Fig 5**). Finally, Group 3 mutants, which included *smax1-2* and *aba2-2* seed, generally germinated well in the dark and on PAC in the presence or absence of *rac*-GR24 but did not germinate on ABA (**Figs 5** and **S4**). Mutants perturbed in KL signaling can be identified using a compound called cotylimide-VI (CTL-VI) [54]. Addition of CTL-VI to germinating *Arabidopsis* seed bleaches their cotyledons and *max2* mutants, which are insensitive to SL or KL signaling are insensitive to this bleaching effect [54]. We, therefore, thought mutants constitutive for KL signaling, like *smax1-2*, may show increased sensitivity to CTL-VI application versus ABA auxotrophs with respect to cotyledon bleaching. Indeed, CTL-VI preferentially bleaches *smax1-2* cotyledons compared to *aba2-2* and *abi4-5* cotyledons (**Figs 5** and **S5**). Interestingly, five mutants from Group 3 showed a similar bleaching phenotype on CTL-VI to that of *smax1-2* and subsequent sequencing for the *SMAX1* locus identified a new *smax1* allele (*smax1-4*) carrying a nonsense mutation in codon 118 (CAA→TAA). The *smax1-4* allele is predicted to produce the smallest truncated product among all the known *SMAX1* alleles [37] and therefore could represent a good null mutant. Importantly, our isolation of a novel allele in SMAX1, *smax1-4*, indicated that our screening conditions for constitutive dark germinating mutants can identify constitutive *AtKAI2* signaling mutants and directly connects the dark germinating phenotype to the *AtKAI2* signaling pathway.

## Discussion

### SMAX1 and SMXL2 inhibits *Arabidopsis* germination in the dark

Generally, for plants like *Arabidopsis*, GA signaling is the major germination promotive pathway while the KL pathway appears to only have a minor role. By contrast, fire-following ephemeral weeds and some parasitic plant species have an absolute requirement for HTL/KAI2 for germination and are not responsive to GA [3,7,8,11]. We believe we have reconciled these species differences by showing that *Arabidopsis* germination like parasitic and ephemeral weeds can also become completely dependent on AtKAI2 signaling under appropriate environmental conditions. Consistent with this, *smax1; smxl2* double mutants show efficient germination under dark conditions. Loss of SMAX1 and SMXL2 function by the activation of AtKAI2 produced a similar transcriptional signature as loss of the light-dependent repressor, PIF1. Epistatic analysis suggested that these genes act in a common signaling pathway. On this note, SMAX1 reduces the inhibitory effect of PHYB on PIF4, which indicates that phytochrome requires activated AtKAI2 signaling to repress PIF function in the seedling [55]. Since our genetic epistasis and transcriptome comparisons demonstrated a functional and mechanistic connection between SMAX1 and PIF1, we predict that SMAX1 and SMXL2 are also necessary for PIF1 function in the dark.

The ability of light to inhibit SMAX1 accumulation could explain some of the previous experimental difficulties involving SMAX1 cell biology. Fluorescence is not detected in transgenic *Arabidopsis* containing SMAX1-GFP fusions even when the F-box MAX2, which is thought to control SMAX1 degradation, is genetically removed [44]. By contrast, under our dark growth conditions, we detected accumulation of eYFP-SMAX1 *in planta* with the signal diminishing over a few hours in the presence of *rac-*GR24 or light. The ability of light to inhibit SMAX1 accumulation is similar to a previous study that did not detect SMAX1-GFP in light-grown seedlings unless the SMAX1 degron motif was deleted [44]. However, our results differed from SMAX1 accumulation studies in the hypocotyl, which conclude that light encourages SMAX1 accumulation [55]. Perhaps these results reflect differences in the light regime as well as the tissue and developmental stage used in the studies. In the hypocotyl study, older seedlings were exposed to a short-day light exposure of 8 hours light and 16 hours dark, in contrast to our experiments which were conducted on germinating seeds under constant light or dark. The difference in light exposures could affect the dynamics of SMAX1 accumulation. At different developmental stages, SMAX1 stability could differ in the dark compared to light. Unfortunately, the absence of a KL ligand candidate limits speculation on how light conditions may affect this ligand composition, concentration or sensitivity. However, light and the addition of KARs or *rac*-GR24 stimulate *AtKAI2* transcription, which is consistent with our findings that SMAX1 is degraded in the light during early stages of germination [12,40]. Whatever the case, special consideration regarding the development stage of the plant and light regime should be given when studying SMAX1 stability.

Low nanomolar KAR_2_ concentrations were sufficient to stimulate high germination rates of *AtKAI2OX* seed in the dark, which was unexpected given that KAR_2_ addition to *AtKAI2OX* seed in the light only partially germinates seeds depleted of GA [40]. There are numerous reports of GA and SL interactions at the level of synthesis; for example, GA addition negatively regulates the levels of SL in rice [56]. As light is known to increase GA synthesis this would suggest SL levels are lower in the light perhaps sensitizing the *AtKAI2* signaling pathway to exogenous KL [30]. Of course, because KL is not identified, we are not sure this compound is regulated in a similar manner to SL. More directly, SMAX1 interacts with DELLA domain proteins and this interaction appears to enhance SMAX1 transcription and inhibit expression of a gene involved in GA biosynthesis [38]. These relationships support that DELLA and SMAX1 positively enhance one another. Whatever the case, our genetic studies suggest that the SMAX1-DELLA module act together on *Arabidopsis* germination under low light conditions [38].

An alternative explanation for light-dependent SL sensitivities could revolve around the role of PIF proteins [57,58]. Although this interaction appears antagonistic in the hypocotyl, the PIF1-DELLA module appears to be positive in the seed. PIF1 activation reduces GA levels, which in principle would encourage DELLA protein stabilization (**Fig 6**). In this context, PIF1 function also requires SMAX1 and SMXL2, thus inactivation of these proteins through SL signaling increases GA resulting in DELLA protein degradation (**Fig 6**). Accordingly, seed germination in the dark will be PAC dependent. In the light, all PIF proteins are inactivated by phytochromes, consequently DELLA repressors are inactive (**Fig 6**). This light-dependent loss of DELLA function removes the requirement of GA for germination thereby making seed germination insensitive to PAC.

**Fig 6:**
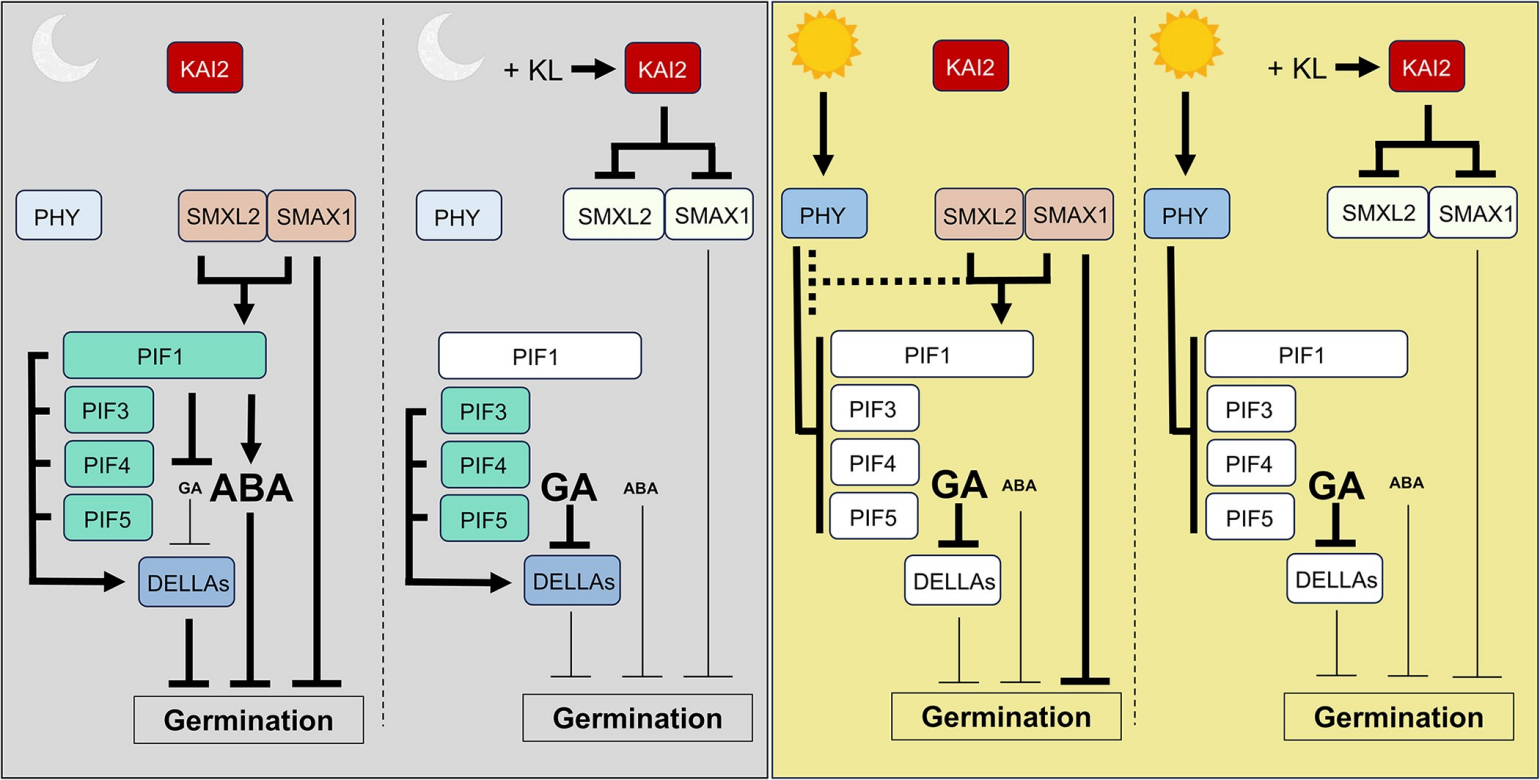
A working model on the contributions of SMAX1 and SMXL2 to germination under dark versus light conditions. Far left panel, in the dark, PIF proteins actively repress light response genes. Under low KL conditions, SMAX1 and SMXL2 activate PIF1 to reduce the GA to ABA ratio discouraging germination. SMAX1 and SMXL2 also could act to directly dampen germination as SMAX1 interacts with the EAR motif repressors, TOPLESS1 (TPL1) and TOPLESS RELATED1, 2, 4 (TPR1, 2, 4) [59–62]. Center left panel, increasing KL inhibits SMAX1 and SMXL2 function to both alleviate the repressive effects of these proteins and increase the GA/ABA ratio. Although this allows germination in the dark, inhibition of GA synthesis by addition of the GA synthesis inhibitor, PAC, will decrease the germination response due to the repressive effects of DELLA proteins. Right central panel, in the light, phytochromes inactivate PIF proteins resulting in DELLA protein inactivation. Although seeds no longer require GA to germinate, SMAX1 and SMXL2 proteins still maintain their function to attract TPL and TPR. Also, SMAX1 is thought to inhibit PHYB inactivation of PIF4 in the light. This may be true of other PIF proteins. These events would suggest a weaker germination response in low KL conditions. Far right panel, increased KL levels inhibit SMAX1 and SMXL2 function and this in combination with PIF inactivation of DELLA repressors will lead to a stronger germination response in the presence of PAC.

Like all working models there are complexities. For example, differences in light versus dark germination in response to karrikins may also reflect metabolic differences under these environmental conditions. Possibly, KARs are converted to more potent ligands in the dark or perhaps are degraded more effectively in the light. It is important to note that neither the addition of KAR_2_ nor the overexpression of AtKAI2 was solely sufficient to trigger germination under our dark conditions, which suggests that the expression of *AtKAI2* and production of KL are tightly controlled. Whatever the case, our results demonstrated a major role for SMAX1 and SMXL2 signaling in regulating *Arabidopsis* germination. Moreover, we suggest darkness is an optimal environmental condition to study the roles of AtKAI2 signaling in *Arabidopsis* germination.

### Conservation of the roles of HTL/KAI2 signaling in germination

Our analysis gives some insight into the evolution of germination signaling pathways in ephemeral weeds that are fire followers. Adapting a signaling pathway for a particular process broadly follows scenarios where either the pathway is established for its function by natural selection (historical genesis) or the pathway, which has other functions, is co-opted for new uses (current utility) [63]. Fire-following behaviour is a derived trait, thus our findings in *Arabidopsis* suggest the role of *HTL/KAI2* signaling in these species is the product of historical genesis rather than current utility. Our results suggest in generalist plants like *Arabidopsis*, SMAX1 and SMXL2 inhibit germination in the absence of light like PIF1. Unlike PIF1, however, which is modulated by a ubiquitous environmental cue, light, SMAX1 and SMXL2 levels depend on light and specific small molecules generated by distinct environmental conditions. Because SMAX1 and SMXL2 function is necessary to repress dark germination, any selective pressures affecting their levels will dominate germination behaviours.

These findings also suggest that smoke-derived karrikins substitute for light in germinating the positive photoblastic lettuce cultivar, *L*. *sativa* cv. Grand Rapids, through activation of the KAI2 pathway leading to inactivation of SMAX1 [20–22]. Finally, our results emphasized that defining signaling pathways by their ligands and receptors can be confounding when these signals converge on conserved downstream effectors which are also modulated by other signaling pathways. We suggest when looking at fundamental processes such as germination, it is more informative to reference pathways by their bottom effectors like SMAX1, rather than by specific receptors [64].

### The genetic space of dark germination

The establishment of simple dark conditions creates an experimentally tractable environment to identify genes involved in the germination process. Furthermore, these conditions can be combined with small molecule compounds that perturb germination to quickly classify mutants into categories for subsequent genetic analysis. Traditionally, mutants are classified through genetic complementation, which is tedious in *Arabidopsis*. Using a chemical biology approach to classify mutant lines is based on the concept that each chemical represents a unique environmental condition [65]. With enough compounds and two-dimensional hierarchical clustering, in principle, different classes of mutations can be grouped without performing complementation testing. By focusing on compounds that perturb germination and early seedling growth, we showed the utility of using only four compounds to classify dark germination mutants into three categories, one of which included a new *SMAX1* allele.

In this study, we limited ourselves to chemical mutagenesis which will mostly enrich for loss-of-function mutations in regulators that impede germination under dark conditions but similar experiments with mis-expression collections would identify positive components [66,67]. In our screen, we identified three classes of mutations. DET1, for example, is known to directly interact with and promote the protein stability of PIF1 and our screen placed loss-of-function mutations in DET1 and PIF1 into one class (Group 1) [68]. Mutations in another key light component, COP1 resulted in low germination rates in the dark but this weak phenotype most likely reflects the leakiness of the *cop1-4* allele we used as a reference [69]. Hence, our dark germination screens should enrich for mutants that influence light signaling.

Our screen should also identify new mutations in ABA synthesis and signaling. This may be useful as the identification of mutants in the ABA pathway action often requires screening in the presence of exogenous hormones. Because our dark screen does not require any chemical additions, new alleles may be more relevant to seed physiology. Finally, we expected to identify new negative regulators in AtKAI2 signaling and to this end, we identified a new *SMAX1* nonsense allele. Presently, all the current *SMAX1* alleles either contain nonsense mutations or T-DNA insertions [37].

Our study presents new evidence that activation of the *AtKAI2* signaling pathway can modulate hormone action to germinate in the absence of light. Loss-of-function of the downstream negative regulator, *SMAX1*, can constitutively germinate in the dark and through cell biology experiments, we show that SMAX1 is stable in the dark. Interestingly, the gene expression profile of activated *AtKAI2* signaling reflects that of a light signaling mutant, *pif1*, and we genetically place *PIF1* at or downstream of the *AtKAI2* signaling pathway. Lastly, we utilize the dark germinating phenotype of constitutive AtKAI2 signaling mutants to screen for mutants in this pathway and display the advantages of screening during light-limiting conditions. Therefore, we present novel insights into the *AtKAI2* signaling pathway with respect to the light signaling pathway.

## Materials and methods

### Plant material and plant growth

*Arabidopsis thaliana* Col-0 was the default wild-type (WT) for this study, except for *abi1-1* (*Ler*) [70]. *htl-3* (*kai2*) [71], *smax1*-2 (SALK_128579) [37], *smax1-2/smxl2-1* [37], *pif1-1* [26], *abi4-5* [72], *cop1-4* [72], *aba2-2* [73], *abi1-1* [70], *det1-1* [74], and *Arabidopsis kai2* mutant overexpressing *Arabidopsis AtKAI2* (*35S*::*AtKAI2*) or *Striga ShHTL7* (*35S*::*ShHTL7*) [8] were described previously. *Arabidopsis thaliana* plants were grown in a continuous 24-hour light chamber at 22°C. Seeds were harvested and stored in constant conditions (24°C in the dark) for after ripening. All genotypes used in this study are listed below and in S7 Table.

### Plasmid construction and plant transformation

The *35S*::*eYFP* cassette was amplified from pGWB542 and cloned into pGREENII-0179 vector using Fast Digest *KpnI* and *ApaI* restriction enzymes (ThermoScientific, cat no. FD0524, cat no. FD1414) and primers 35S-YFP_F_KpnI:5’ CGGGGTACCTGAGACTTTTCAACAAAGGGT 3‘ and 35S-YFP_R_ApaI:5’ GCGGGCCCCTTGTACAGCTCGTCCATG 3’. *Arabidopsis SMAX1* was amplified from *Col-0* cDNA using primers AtSMAX1_F_ApaI: 5’ GCGGGCCCATGAGAGCTGGTTTAAGTACGA 3’ and AtSMAX1_R_HindIII: 5’ CGGAAGCTT**TCA**TACTGCCAAAGTAATAGTTGT 3’ and cloned into pGREENII-0179-eYFP using Fast Digest *ApaI* and *HindIII* (Thermofisher, cat no. FD1414, cat no. FD0504), resulting in the pGREENII0179-eYFP-AtSMAX1 construct. All primers used in this study are listed in S6 Table. The construct was transformed into the *smax1-2* mutant by *Agrobacterium tumefaciens* GV3101- mediated floral dip transformation [75].

### Double mutant construction

Putative *htl-3; pif1* double mutants were identified from F_2_ offspring of *htl-3; ShHTL7OX* x *pif1* cross by first screening for the *pif1* dark germination phenotype. Plants were then screened for the *htl-3* round rosette leaves and long hypocotyl phenotype. These lines were also screened on glufosinate ammonium (BASTA) to look for lines that were 100% sensitive on BASTA to ensure that the *ShHTL7OX* transgene was absent. Potential *htl-3; pif1* homozygous lines were confirmed by genotyping of individual plants by PCR for the *htl-3* and *pif1* allele. Primers used for genotyping are listed in S6 Table. See S6 Fig for workflow and PCR gels confirming *htl-3; pif1* double mutants.

### Dark germination assays

Seeds for dark germination assays were left to dry for at least six months in a glass tube and closed cardboard storage box at room temperature (24°C) in the laboratory before use in germination assays. Approximately 25 to 35 of unsterilized dry seeds per replicate were sprinkled directly onto 10 mm petri plates in the dark containing water agar (0.8%) and the fungicide benomyl (10 μg/ml) (Toronto Research Chemicals, B161380). Seeds were exposed to low light (~0.1 μmol m^-2^ s^-1^) for less than 30 seconds while plating and then plates were wrapped with three layers of aluminum foil. Plates were placed at 4°C for four days and then incubated at 22°C for five days in the dark. Germination was quantified using radicle emergence. Seedling emergence was quantified by counting fully elongated hypocotyls.

For all chemical treatments, *rac*-GR24 was used which is a racemic mixture of (+)-GR24 and (-)-GR24. A stock solution of *rac*-GR24, PAC (Cayman Chemical Company, 18864), and ABA (Sigma-Aldrich, A1049-100MG) was diluted in DMSO, 100% ethanol, and 100% methanol, respectively. For dark germination assays on compounds, the fungicide benomyl (10 μg/ml) and the appropriate compound at specific concentrations (3 μM ABA, 20 μM PAC) or the solvent were added to the water agar media (0.8%) at 1/1000 concentration.

### Light germination assays

Germination assays on paclobutrazol, cotylimide, and ABA in the light were performed as previously described [40, 54]. Seeds were surfaced sterilized with 70% (v/v) ethanol and gently mixed for five minutes. After the 70% ethanol was removed, 100% ethanol was added, gently mixed for 30 seconds, and then removed. Once dry, approximately 25 to 35 seeds were sprinkled directly onto 10mm petri plates of ½ MS (Murashige-Skoog) agar (0.8%) containing the appropriate compound at specific concentrations or the solvent at 1/1000 concentration. Plates were placed at 4°C for four days and then incubated at 24°C for five days in the light. Germination was quantified using radicle emergence. Seedling emergence was quantified by counting fully elongated hypocotyls.

### Far-red germination assays

Approximately 25 to 35 of unsterilized seeds per technical replicate were sprinkled directly onto 10 mm petri plates in the dark containing water agar (0.8%) and the fungicide benomyl (10 μg/ml) (Toronto Research Chemicals, B161380). Plates were wrapped with three layers of aluminum foil and placed at 4°C for four days. Plates were treated with far-red light at ~5 μmol m^-2^ s^-1^ for 5 minutes and then wrapped in three layers of aluminum foil and incubated at 22°C for five days in the dark. Germination was quantified using radicle emergence.

### Transcript profiling and data analysis

Total RNA from three biological replicates of *KAI2OX* seeds that germinate in the dark for 24 hours in the presence of 0 μM or 0.5 μM KAR_2_ was isolated using the mini hot phenol method [76], following the clean-up using RNase-free DNase I and Monarch RNA Cleanup Kit (New England Biolabs) and was used for single-end 1X75bp RNA-Seq on a NextSeq500 sequencing platform (Illumina). After examining the data quality using FastQC (v0.11.5) [77], the fastq data containing the raw reads for each sample was trimmed and filtered using htStream (v1.3.0) (UC, Davis) [78] to generate clean reads. For each read, trimming and filtering processes include removing the last base, removing the low-quality fragments, removing ‘N’s and returning the longest fragments, and discarding reads that are less than 25 bp. Clean reads from each sample were subjected to HISAT2 [79] (v2.1.0) for genome mapping using *Arabidopsis thaliana* TAIR10 genome as a reference. Samtools (v1.10) [80] was used to remove the unmapped and multi-loci mapped reads and convert the uniquely mapped reads into a BAM file. Transcript assembles for each sample were performed using StringTie (v2.1.3) [81] against *Arabidopsis thaliana* Araport11 [82] annotation and transcriptome assembles from each sample were merged using the *merge* function in StringTie to generate a combined transcriptome across all sequencing samples to serve as a new reference transcriptome. A customized Python script, *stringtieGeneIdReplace2*.*py* was written to replace the StringTie default ’MSTRG’-tagged *gene_id* with the TAIR10 gene locus name in order to facilitate the comparisons of genes and transcripts between different samples. A StringTie provided Python script, prepDE.py, was used to extract the read counts matrix from each transcriptome assemble and this counts matrix served as the input data for DESeq2 (v1.18.1) [83], an R [84] package for identifying the differentially expressed genes between various comparisons. The transcriptome data is stored under GEO accession number GSE161704. Python script, *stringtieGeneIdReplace2*.*py* can be accessed from https://github.com/maplexuci/stringtie_gene_id_replacement.

### Gene expression analysis by quantitative RT-PCR

Seed total RNA from three biological replicates of each treatment was isolated using mini hot phenol method [75], following the clean-up using RNase-free DNase I and Monarch RNA Cleanup Kit (New England Biolabs). One μg of DNA-free total RNA was reverse transcribed using LunaScript RT SuperMix Kit (New England Biolabs) according to the manual. cDNA product was diluted by 10 times and 1 μL was used in the quantitative RT-PCR reaction. The primers used are listed in S6 Table. Real-time PCR was performed using Luna Universal qPCR Master Mix (New England Biolabs) on a Bio-rad CFX96 Real-time Detection System (Bio-rad). The PCR reaction was performed in triplicate for each biological replication. Expression levels were normalized against the expression of the endogenous control gene, *AtACTIN8*, and were calculated using 2^-ΔΔCt^ method [85]. All the expression data was presented as fold change value and was transformed into log2 value for statistical analysis.

### Confocal microscopy

The floral spray technique was used to construct the *smax1-2; 35S*::*eYFP-SMAX1* line [75]. T1 transgenic lines were selected for resistance on hygromycin and propagated to the T2 generation. Line 1 in the T2 generation was phenotyped for PAC and hygromycin resistance and used for confocal imaging. For imaging of *smax1-2; 35S*::*eYFP-SMAX1*, seeds were surfaced sterilized with 70% (v/v) ethanol and gently mixed for five minutes. After the 70% ethanol was removed, 100% ethanol was added, gently mixed for 30 seconds, and then removed. Once dry, seeds were sprinkled directly onto 10mm petri plates of ½ MS (Murashige-Skoog) agar (0.8%) in the dark and then wrapped three times in aluminum foil. Plates were placed at 4°C for four days and then exposed to white light (~40 μmol m^-2^ s^-1^) for six hours. Plates were wrapped in three layers of aluminum foil and placed in a room-temperature dark cabinet for 48 hours depending on the light switch experiment and imaged.

Seedlings with specific light treatments were transferred to glass slides with staining solution containing 10μg/ml propidium iodide (PI) and visualized for nuclear localized *e*YFP fluorescence. The Leica TCS SP5 confocal laser microscope was used, and all images are z-stack projections with 3 μm per step overlayed in ImageJ. All images are imaged with the 40x oil immersion objective lens.

### Genetic screen for new *smax1* alleles

To generate an M_1_ EMS population, approximately 20,000 seeds were mutagenized in 0.2% for 16 hours and then washed in distilled water 10 times before sowing onto soil. For the primary screen, approximately 48,000 M_2_ seeds from 48 pools of EMS mutagenized *Col-0* were plated onto water-agar plates. The plates were immediately wrapped in three layers of aluminum foil and stratified for four days at 4°C. After stratification, the plates were incubated in the dark at room temperature for five days. Any dark germinating seedlings were then grown to produce M_3_ seeds. For the phenotypic screening, M_3_ seeds were plated onto plates containing minimal ½ MS-agar or ½ MS-agar supplemented with either 20 μM PAC, 20 μM PAC + 1 μM GR24, 2 μM ABA, or 2.5 μM CTL-VI. The plates were stratified for four days at 4°C and then incubated under constant white light (~40 μmol m^-2^ s^-1^) at room temperature for seven days. After seven days, seed germination counted by radicle emergence and ABA resistance counted by cotyledon greening was quantified. A heatmap was generated from this data and hierarchically clustered using the Euclidean distance metric in RStudio.

### Statistical analysis

One-way ANOVA analysis was performed using SPSS software (IBM) and Tukey HSD method was used for multiple comparison. Descriptive statistics was perfomed using an online tool CalculatorSoup (https://www.calculatorsoup.com/calculators/statistics/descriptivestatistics.php)

Python libraries scipy, pandas and numpy were used in calculating Pearson’s correlation coefficience R^2^, *P*-value and 99% confidence interval.

## Supporting information

S1 Fig Activation of the AtKAI2 signaling pathway can germinate seeds in PhyB-off conditions. (A) Representative images of seeds treated with or without 0.5 μM KAR_2_ after five minutes of far-red light exposure and placed in a room-temperature dark cabinet. (B) Germination percentages of seeds after a far-red light regime as shown in (A). Germination was counted as radicle emergence. Bar plot represents three biological replicates. Black circles represent the mean of each biological replicate. Bars represent SD.
(TIF)

S2 Fig *AtKAI2* is a positive regulator of light germination. (A) Germination of *Arabidopsis* seed under different sterilization conditions in the dark. (B) Germination percentages in the dark with or without the fungicide, benomyl. Germination was counted as radicle emergence. Bar plot represents three technical replicates. Closed circles represent the mean of each biological replicate. Bars represent SD. (C) Germination under different lengths of exposure to low light (0.3 μmol m^-2^ s^-1^). Sample sizes and box plot elements are provided in S1 Table.
(TIF)

S3 Fig *eYFP-SMAX1* overexpression line functionally complements *smax1-2*. (A) *35S*::*eYFP-SMAX1* functionally complements *smax1-2* on 20 μM Paclobutrazol (PAC). Germination on 20 μM PAC of wild type, *smax1-2* and *smax1-2; 35S*::*eYFP-SMAX1* transgenic line. Average germination was counted for radicle emergence of three technical replicates. Bar = SD. Asterisks indicate a significant difference to wild type (p<0.05, ANOVA one-way with post-hoc Tukey HSD test). (B) Overexpression of *eYFP-SMAX1* is resistant on 20 μM hygromycin. Germination on hygromycin of wild type, *smax1-2* and *smax1-2; 35S*::*eYFP-SMAX1* transgenic line. Resistance was counted as unwilted cotyledons of three technical replicates. Bars represent SD. Asterisks indicate a significant difference to wild type (p<0.05, ANOVA one-way with post-hoc Tukey HSD test. (C) Overexpression of *eYFP-SMAX1* functionally complements *smax1-2* hypocotyl length. Hypocotyl length of wild-type, *smax1-2*, and *smax1-2; 35S*::*eYFP-SMAX1* transgenic line. Seedlings were stratified for four days and then grown under white light for seven days. Hypocotyl length was measured with ImageJ. N = 10–11. Representative seedlings displayed above boxplot in order of x-axis. Bar = 1mm. Asterisks indicate a significant difference to wild type (p<0.05, ANOVA one-way with post-hoc Tukey HSD test). *P* values, sample sizes and box plot elements are provided in S1 Table.
(TIF)

S4 Fig Abscisic acid (ABA) and paclobutrazol (PAC) treatment inhibits seedling emergence of *smax1-2; smxl2-1* seed. Seedling emergence was quantified as fully elongated hypocotyls. Black circles represent the mean of each biological replicate. Bar = SD. Asterisks indicate a significant difference compared to untreated (mock) *smax1-2; smxl2-1* seeds (*P <* 0.05, one-way ANOVA with post-hoc Tukey honest significant difference test). *P* values, sample sizes and box plot elements are provided in S1 Table.
(TIF)

S5 Fig Response of dark germination mutants to cotylimide-VI (CTL-VI). Representative images of dark germination mutants germination with or without 2.5 μM CTL-VI.
(TIF)

S6 Fig Workflow confirming homozygous *htl-3; pif1* double mutants. (A) Schematic illustration of WT and *htl-3* allele of *AtKAI2* gene, as well as the primers for *htl-3* genotyping. (B) Schematic illustration of WT and *pif1* T-DNA insertion allele of *AtPIF1* gene, as well as the primers for *pif1* allele genotyping. (C) Confirmation of *htl-3* allele in individual *pif1 htl-3* double mutants. (D) Confirmation of *pif1* allele in individual *pif1; htl-3* double mutants.
(TIF)

S1 Table Supporting Table of statistical values.

S2 Table Supporting Table of Gene Expression Data in Figs 3A, 3B, and 4B.

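S2 Table gives, for a light, a GA and an ABA group of genes, the log_2_ ratio of expression in KAR_2_-treated over untreated dark *AtKAI2OX* seeds at 24 h, so that a positive value means a higher level after KAR_2_. It has 186 entries for 185 genes, and its heading gives a q-value under 0.05. Some gene names in the block of electron carriers are shifted against their identifiers, and values computed here were matched by identifier. Of the 185 genes, 175 could be tested from the deposited counts and 16 of these did not pass an adjusted p of 0.05 in edgeR. Among the values computed here, *GOX2*, a glycolate oxidase gene, rose from 39.7 ± 5.07 to 389 ± 21.8 CPM, and *AGT1*, a photorespiratory aminotransferase gene, fell from 61.0 ± 8.24 to 9.26 ± 0.806 CPM (SD, n = 3 in each group). The paper's values and those computed here had a Pearson correlation of 0.999 over 284 genes with a count in untreated seeds, taken from this table, the direct target sheet of S3 Table and S4 Table, where genes are not independent replicates.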

S3 Table Supporting Tables of pif1 and KAI20X + KAR_2_ Gene Expression Data in Fig 3C.

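S3 Table lists on its first sheet 1868 genes with a value for *pif1* seeds and one for KAR_2_-treated over untreated *AtKAI2OX* seeds, and on another sheet the 94 PIF1 direct targets in the same form. In the *AtKAI2OX* column a positive log_2_ value means a higher level after KAR_2_. The paper's *AtKAI2OX* values of the direct targets are 42 positive and 52 negative ones, none smaller than 1.01 in size. The *pif1* column is headed as log_2_ expression, but none of its values on the first sheet lies under 1.5 in size and the largest is 15.54 in size, so that it was used here only for its signs and ranks. For the 84 genes on both sheets, the *AtKAI2OX* values are equal within 0.01 in 84, whereas the *pif1* values are equal within 0.01 in 2. From the deposited counts, the direct target *AT-GTL1* rose by 4.15 on the log_2_ scale (SE 0.24, adjusted p = 3.55e-05 from edgeR).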

S4 Table Supporting Table of pif1 and KAI20X + KAR_2_ Gene Expression Data in Fig 4A.

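S4 Table lists 44 genes of hormone responses with 1 value for *pif1* seeds and 1 for KAR_2_-treated over untreated *AtKAI2OX* seeds at 24 h, both headed as log_2_. The *pif1* values equal those of the first sheet of S3 Table within 0.01 for all 44 genes. The paper's *AtKAI2OX* values are 22 positive and 22 negative ones, the smallest 0.03 in size. From the deposited counts, 23 of the 44 genes had a positive log_2_ fold change and 21 a negative one, and 13 were higher and 10 lower by at least 2-fold at an adjusted p under 0.05 from edgeR. For *RGA*, a DELLA gene of the list, it was 0.54 (SE 0.12, adjusted p = 0.00767).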

S5 Table Supporting Table of germination percentages of Col-0 mutant screen.

S6 Table Supporting Table primers used in this study.

S7 Table Supporting Table of genotypes used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

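The seeds were whole seeds of *AtKAI2OX*, untreated or with 0.5 μM KAR_2_, and of the accession Ara-1 without KAR_2_, each with 3 biological replicates after 24 h in the dark. Neither the paper nor the labels say what a shared replicate number stands for. The labels name the line AtKAI2OE in Col-0 and the paper *AtKAI2OX* in *htl-3*. The 3 Ara-1 libraries are not reported in the paper and are described only in the closing section, apart from the alternative that fits all 9 libraries together.
The authors made the deposited counts from single-end reads with htStream, HISAT2 v2.1.0 on TAIR10, SAMtools v1.10 and StringTie v2.1.3 on Araport11, with merged transcripts and whole-number counts for each gene. The authors also deposited a normalized signal for each library, which is the count divided by a size factor from DESeq2 (v1.18.1 in the submitters' processing notes) and within 0.1% of that for 100% of its values. The normalized files have 26889 entries, of which 451 have no count in any library, and lack 10165 entries of the count matrix, whose highest summed count is 3. They were used for this check and for the alternatives with limma.
The count matrix has 37054 entries, of which 35949 name one of 32830 genes, and 3119 genes have 2 entries. Counts of a gene were summed and the 1105 entries with no gene left out. Both choices were made after the counts were seen, and the alternatives that count only the entry named by the gene identifier or that keep the unnamed entries were added then. The unnamed entries held 28.9%, 27.1% and 25.0% of counts in untreated *AtKAI2OX*, up to 24.6% after KAR_2_ and 35.1%, 13.4% and 13.6% in Ara-1. Gene counts per library were 17479888, 32492017 and 33306518 in Ara-1 and are given for the other groups beside the paper's comparison.
Each comparison took the 6 libraries of its 2 groups in R 4.3.3. Genes were filtered by edgeR 4.0.16 (filterByExpr, minimum count 10, minimum total 15), counts scaled by TMM and tested by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment at 0.05. The SE was taken as the size of the log_2_ fold change over the square root of F. A gene at 0 in all libraries of a group has a fold as a bound against 3 counts over the group, for counting error only. Gene lists were tested by camera and fry of limma 3.58.1, camera with a preset correlation of 0.01 or an estimated one, and p-values were adjusted over 21 lists. These cover the KAI2 pathway, KAR-induced markers, chlorophyll biosynthesis, the light-harvesting complex family, light-induced regulators, the bHLH genes, phytochrome-interacting factors, ABA and GA biosynthesis and catabolism, GA receptors and DELLA proteins, maturation and dormancy, storage proteins and oleosins, late embryogenesis, beta-oxidation and gluconeogenesis, cell walls, the cell cycle, heat shock, endosperm and seed coat. The KAI2 pathway list also holds *D14*, *SMXL6*, *SMXL7* and *SMXL8*, and the list of phytochrome-interacting factors also holds *SPT*. Of 228 list entries, 226 had the name that the reference gives to their identifier.
Named genes are those the paper names, members of the lists and, in each direction, the 10 largest log_2_ fold changes past the test with an average log_2_ CPM of at least 4 and no overlap of replicates. Values in the paper's tables had been seen when this was written. Positions are from the TAIR10.1 annotation, and the authors' files carry none. Of the 32830 genes, 32545 matched a locus of that annotation.
The tests were tried on simulated counts with 200 changed genes, 50 for each fold. In the data 9266 genes were called after KAR_2_, so that the simulated shares do not give the recovery in these data. For the KAR_2_ comparison (16812 genes) edgeR recovered 0%, 24%, 74% and 86% of changes of 1.5-, 2-, 4- and 8-fold, with 5.15% of its calls false, and DESeq2 1.42.0 (17206 genes) 14%, 54%, 82% and 90%, with 28.6% false. For Ara-1 (17427 genes) edgeR recovered 0%, 10%, 56% and 80%, with 8.75% false, and DESeq2 (17892 genes) 14%, 38%, 76% and 94%, with 38.0% false. Replicates of a group differed by more than sampling noise (chi-square over degrees of freedom from 11.6 to 128). Alternatives were RLE scaling, scaling by library size only, DESeq2, no filter, at least 10 counts in every library, all 9 libraries in the fit, the replicate number as a block, organelle genes left out, limma on the authors' normalized counts with 1 or 10 added, and each replicate left out. The list of all PIF1 direct targets and the *pif1* libraries were not used here, so that no enrichment of targets was tested.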

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

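The tests of the Ara-1 direction were chosen after the result was seen, and the rule of the ratio tests was made stricter after a value was seen, while the others were set before. In seeds of Ara-1 without KAR_2_, which the paper does not report, 6785 genes were higher and 5685 lower than in untreated *AtKAI2OX* by edgeR, of 17905 tested. *KAI2* was at 8.01 ± 0.924 CPM in Ara-1 and at 151 ± 41.3 CPM in *AtKAI2OX* (SD, n = 3 in each group, log_2_ fold change -4.24, adjusted p = 8.54e-06). Of 12 storage protein and oleosin genes 12 were lower after KAR_2_ (11 with the identifier entry only), of 12 late embryogenesis genes 12 were lower, of 15 tested cell cycle genes 12 were higher and of 14 genes of beta-oxidation, the glyoxylate cycle and gluconeogenesis 13 were higher, none of which the paper discusses as groups.
The Ara-1 differences ran in the direction of the KAR_2_ response. Over 16979 genes tested in both comparisons, the covariance of log_2_ fold changes was 4.31 and the correlation 0.876. In 20 simulated draws of 15564 to 15621 genes, in which unchanged groups shared the control libraries, they were at most 0.128 and 0.547. The draws varied each gene on its own, so that a shift of a whole control library across genes is not in them. In both comparisons 4605 genes were higher and 3827 lower, where independent lists would give 1793.17 and 1380.52, which makes no allowance for shared controls. With the 3 controls divided 1 and 2 between the comparisons in each of 6 ways, the covariance was 4.69 to 5.44 and the correlation 0.672 to 0.766. Without the 100 most abundant genes the covariance was 4.22. By these last 2 tests neither shared controls nor a few abundant genes account for the whole pattern. Of the genes higher after KAR_2_, 90.8% were higher in Ara-1, where reads lost to accession variants would lower genes, and a shared germination program may be one explanation. It stays untested, since accession, *htl-3* and the transgene differ together and what all 3 controls have in common was not tested.
At least 2-fold, 3638 genes were higher and 2213 lower after KAR_2_, a ratio of 1.64. With the libraries thinned to the smallest gene count it was 1.62 (1.5004 to 1.64 with a replicate left out), which goes against a lower total count of an untreated library as its cause. Without the 100 most abundant genes of untreated seeds, which took 42.3% of counts there and 21.3% after KAR_2_, it was 1.36 (1.39 to 1.63 with a replicate left out), so that these genes may explain part but not all of it. By these shares, thinning to equal totals still left the other genes with fewer counts in untreated seeds. Low untreated counts of single genes thus stay untested as a cause. The ratio was 4.25 when scaled by library size only and 1.36 with at least 10 counts in every library.
The splits of the 6 libraries of a comparison into groups of 3 number 10, too few for a share under 0.05. The real split alone (1 of 10 each) gave 9266 genes after KAR_2_, 5851 of them at least 2-fold, 88 direct targets at least 2-fold and 12470 genes in Ara-1, and the highest other split gave 0 for each.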

How the results depend on the processing

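The alternatives of counting only the entry named by the gene identifier and of keeping unnamed entries were chosen after seeing the data. Of values that answer a comparison, 173 stayed within 1.5 times and 5 moved. Scaled by library size only, 2267 genes were lower after KAR_2_ and 1207 at least 2-fold lower, where the scaling itself shifts all genes. Of the gene lists, camera placed 6 higher and 5 lower, and with an estimated correlation 0 higher and 0 lower, while fry, which does not compare a list with other genes, gave 11 higher and 6 lower. Of the genes followed through every alternative, signs turned for *SMAX1* (0.0688) and *PHYA* (0.17) when scaled by library size only and for *ABI3* (0.00198) with the identifier entry only, and that of *SRK2I* is given with the differences from the paper. Of values of single genes and lists, 2564 kept their call or stayed within 1.5 times, 39 moved, 25 no longer passed, 4 newly passed and 3 turned. With a replicate left out, genes higher after KAR_2_ ranged from 4104 to 5504 and lower from 2981 to 4743, and in Ara-1 from 6052 to 6963 and from 5079 to 6053. Whether replicate numbers pair the libraries is not known. Correlations of same-numbered deviations were -0.00822, -0.0990 and -0.0239 for KAR_2_ and 0.0488, 0.287 and 0.0359 for Ara-1. Those of other pairs ran from -0.0909 to 0.133 for KAR_2_ and from -0.142 to 0.0800 for Ara-1, too few to decide it. With the number as a block 4488 genes were higher and 3379 lower after KAR_2_, and 6547 and 5489 in Ara-1. With the identifier entry only, 8677 of 9266 calls after KAR_2_ were kept and 1 was opposite. The cause was not tested for any of these, and genes with few untreated counts limit what can be called.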

Differences from the paper's values

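The comparison of values with the paper's was set before, and alternatives chosen after seeing the values are named as such. A fold change counts as differing when its sign differs from the paper's or the values are further apart than the error here. Both values come from the same libraries, whereas this error measures the spread between replicates. Under an alternative a gap may thus close by a larger error rather than by a nearer value. The paper's text gives 94 PIF1 direct targets as activated at least 2-fold, whereas here 40 were at least 2-fold higher and 48 lower, and none of the 17 alternatives set before the data were examined, calls by fold change alone included, closed the gap. The paper's own S3 Table values for these are 42 positive and 52 negative.
For *AT-GTL1* the paper's log_2_ fold change is 3.77 and the value here 4.15, within its error with limma on counts plus 10 and without untreated replicate 3, of 16 alternatives set before the data were examined. For *CYP707A2* the paper gives -0.28 and the value here is -0.64, for *ABI3* -0.0574 and -0.56, and for *PPD6* 1.65 and 0.94, each closed by scaling by library size only. For *COR413PM1* the paper gives -1.21 against -0.62 and for AT5G35660 -2.25 against -3.05, closed by none of the 16. *ABI5* is -1.17 in the paper and -1.32 here, closed with no filter, with at least 10 counts in every library, with the block and without any one treated replicate. *GLO3* is -1.27 in the paper and -1.52 here, closed by scaling by library size only, with at least 10 counts and without treated replicate 2. *GLO4* is -1.81 in the paper and -1.69 here, closed by RLE scaling, DESeq2, the block, organelle genes left out, limma with 1 or 10 added, and without untreated replicate 1 or 3 or treated replicate 1 or 3. *RPE* is -1.04 in the paper and -0.91 here, closed by RLE scaling, the block, limma with 1 or 10 added, and without untreated replicate 1 or 2 or any one treated replicate. *SRK2I* is -0.0297 in the paper and 0.0349 here, within its error (SE 0.13) and listed only for its sign, which was the paper's in limma with 1 or 10 added and without untreated replicate 1 or treated replicate 2. The other alternatives set before did not close these gaps. Counting only the entry named by the identifier, chosen after seeing the values, closed those of *AT-GTL1*, *COR413PM1*, *CYP707A2*, *ABI5*, *GLO4*, *GLO3*, *PPD6*, AT5G35660 and *RPE*, and keeping unnamed entries, chosen likewise, those of *GLO4* and *RPE*. With the identifier entry only, *ABI3* came to 0.00198, within its error of the paper's value and apart from it only in sign.
The paper's text states that *GA2ox2* decreased, whereas it rose here by 0.69 and the paper's own S2 Table value is positive at 0.63. S2 Table's heading gives a q-value under 0.05, whereas 16 of its 175 tested genes did not pass here, namely *GA20ox2*, *COR413IM2*, *COR413PM1*, *COR413PM2*, AT1G56190, AT4G32590, *PPD6*, *PSBJ*, *NDHC*, *PHYA*, *PHYE*, *FRS1*, *FRS12*, *EBF2*, *PIF3* and *PIF4*. Of these 16, 6 passed with all 9 libraries and 6 without untreated replicate 1, 4 each with at least 10 counts, with limma plus 10 and without untreated replicate 2 or 3, 3 when scaled by library size only, 2 each with DESeq2, RLE scaling and organelle genes left out, and 1 each without treated replicate 3 and with the identifier entry only, chosen after seeing the values. In DESeq2, 21 of the 185 genes had an adjusted p of 0.05 or more. The 10 genes *LHCA6*, *LHCB3*, *DREB3*, *PNSB3*, *NDF2*, *PSAH2*, *PPD2*, *PNSL1*, *PRE2* and *PIF5* had too few counts to be tested.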

Other observations

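The test of paired entries was set before its result was seen. Seed reserve transcripts fell in dark *AtKAI2OX* seeds after KAR_2_. The cruciferin gene *CRU3*, of a main seed storage protein, fell from 49013 ± 6182 to 4338 ± 327 CPM and the oleosin gene *OLEO1* from 15651 ± 3098 to 1712 ± 121 CPM (SD, n = 3 in each group), log_2_ fold changes of -3.50 (SE 0.27, adjusted p = 8.39e-05) and -3.19 (SE 0.25, adjusted p = 9.1e-05) by edgeR. All 12 storage protein and oleosin genes were lower, from -1.43 (*OLEO3*) to -3.61 (*OLEO4*), as were all 12 late embryogenesis genes, from -1.70 (*LEA7*) to -3.87 (*ECP31*), also when adjusted over each list alone (adjusted p by camera 1.67e-08 and 2.63e-08, and adjusted p = 0.227 with an estimated correlation for both). When only the entry named by the gene identifier was counted, an alternative chosen after seeing the data, the storage protein gene *CRA1* did not pass (-1.06, adjusted p = 0.0571). Of 4 seed heat shock genes 3 were lower, from -2.60 (*HSP101*) to -4.33 (*HSP17.4*), also over the list alone (adjusted p = 0.00308 by camera, and adjusted p = 0.227 with an estimated correlation).
Most tested genes of the lists of reserve use, cell walls and the cell cycle rose. *PCK1*, of gluconeogenesis, rose from 1414 ± 190.3 to 5049.9 ± 35.6 CPM, and 13 of 14 genes of its list were higher and none lower, from 0.79 (*ICL*) to 3.00 (*CSY2*), also over the list alone (adjusted p = 1.73e-05 by camera, and adjusted p = 0.227 with an estimated correlation). Of 19 tested genes in a list of some expansins, xyloglucan endotransglucosylases and mannanases, 15 were higher and none lower, from 1.04 (*MAN6*) to 5.85 (*XTH33*), also over the list alone (adjusted p = 1.33e-06 by camera, and adjusted p = 0.317 with an estimated correlation), and *EXPA1* went from 11.3 ± 4.09 to 454 ± 29.8 CPM. The list does not cover these families, and *XTH25*, which is not on it, was among the largest decreases in the data. Of 26 listed cell cycle genes 15 could be tested, and 12 of these were higher and none lower, also over the list alone (adjusted p = 0.000471 by camera, and adjusted p = 0.227 with an estimated correlation). *PCNA1*, the replication clamp, was at 3.39 (SE 0.30, adjusted p = 0.000144 by edgeR), and *CYCD3;2* was lowest among the higher genes at 0.80. *CYCB1;1* lay from -0.73 to -0.14 over the alternatives and passed in none. *CYCA1;1* and *CYCB2;1* had no count in these seeds and were not tested. The call on *ICL* was lost with the block (adjusted p = 0.0712), with limma plus 1 or 10 (adjusted p = 0.435 and 0.461), without untreated replicate 1 and without any one treated replicate (adjusted p from 0.0547 to 0.0669).
Among genes listed for other seed tissues, *EPR1*, on the endosperm list, had a log_2_ fold change of -1.44 (SE 0.34, adjusted p = 0.0104), 1 of 2 tested endosperm genes lower and none higher (adjusted p = 0.441 by camera), and *MUM4*, on the seed coat list, of 1.82 (SE 0.26, adjusted p = 0.00104), 1 of 2 tested seed coat genes higher and none lower (2 higher over the list alone, adjusted p = 0.254 by camera). Libraries of whole seeds do not show in which tissue a gene changed. Of the seed coat genes 2 were higher when scaled by library size only, in DESeq2, with all 9 libraries, with limma plus 10 and without untreated replicate 1 or 2.
By counts of tested genes, some lists had the same direction in Ara-1 without KAR_2_ as after KAR_2_. Lower were 12 of 12 storage genes and 12 of 12 late embryogenesis genes, and higher were 17 of 19 cell cycle genes, 16 of 19 cell wall genes and 11 of 14 genes of reserve use (adjusted p by camera 1.38e-07, 1.18e-07, 0.00016, 9.57e-05 and 0.00249). None of the 21 lists passed in Ara-1 with an estimated correlation (lowest adjusted p = 0.222). Other lists had another direction without a call by camera (adjusted p = 0.0548 and 0.31). Of 7 genes of the KAI2 pathway list 1, *D14*, was higher and 6 were lower, and of 9 GA receptor and DELLA genes 3 were higher and 5 lower. *GA2ox2* was at -1.70 (SE 0.17, adjusted p = 8.58e-05 by edgeR). No difference between the comparisons was tested for a list. *CRU3* had a log_2_ fold change of -8.86 (SE 0.49, adjusted p = 7.38e-06), *DOG1* of -6.25 (SE 0.59, adjusted p = 7.31e-05), *GA3ox1* of 7.37 (SE 0.44, adjusted p = 9.8e-06) and *PCNA1* of 5.11 (SE 0.31, adjusted p = 1.01e-05) by edgeR. The KAR markers were mixed, *DLK2* at -2.87 (SE 0.50, adjusted p = 0.00155), *KUF1* at 2.96 (SE 0.32, adjusted p = 0.000153) and *BBX20* at 0.34 (SE 0.20, adjusted p = 0.156). Scaled by library size only, 7904 genes were higher and 4417 lower in Ara-1 (64.2% higher instead of 54.4%, median shift 0.356). On the first principal component of 18291 genes (74.3% of variance) the Ara-1 libraries lay at 163 to 167, the KAR_2_-treated ones at 3.57 to 13.9 and the untreated *AtKAI2OX* ones at -199.95 to -159.3. Of Ara-1 replicate 1, 3.86% of gene counts were organelle genes and 2.94% rRNA, and unnamed entries held 35.1% of all counts. Untreated *AtKAI2OX* replicate 1, a control in both comparisons, stood apart from its group too. It had counts for 17026 genes, against 19130 in replicate 2 and 18472 in replicate 3.
Of 1045 genes with both of 2 entries tested, 102 had both called after KAR_2_ and 13 of these in opposite directions. The median correlation of the replicate deviations of their entries was -0.677, below the 5th percentile of -0.425 in 1000 random pairings (median -0.0576), and -0.228 for genes whose entries went the same way. This is in line with reads divided between the entries by the transcript assembly, for which summing the entries would correct, while a use of different transcripts was not tested.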
